# Angiotensin II Stimulates the Proliferation and Migration of Lymphatic Endothelial Cells Through Angiotensin Type 1 Receptors

**DOI:** 10.3389/fphys.2020.560170

**Published:** 2020-09-08

**Authors:** Qiu-Yue Lin, Jie Bai, Jin-Qiu Liu, Hui-Hua Li

**Keywords:** angiotensin II, lymphatic endothelial cells, proliferation, migration, microarray, time-series gene expression profiling

## Abstract

**Background/Aim:**

The proliferation and migration of lymphatic endothelial cells (LECs) is essential for lymphatic vessel growth (also known as lymphangiogenesis), which plays a crucial role in regulating the tissue fluid balance and immune cell trafficking under physiological and pathological conditions. Several growth factors, such as VEGF-C, can stimulate lymphangiogenesis. However, the effects of angiotensin II (Ang II) on the proliferation and migration of mouse LECs and the underlying potential mechanisms remain unknown.

**Methods:**

Wild-type mice were infused with Ang II (1,000 ng/kg/min) for 1–2 weeks. Murine LECs were stimulated with Ang II (500 nM) or saline for 12–48 h. Cell proliferation was determined with 5-bromo-2-deoxyuridine (BrdU) incorporation assays, while cell migration was assessed by scratch wound healing and transwell chamber assays. The gene expression profiles were obtained by time series microarray and real-time PCR analyses.

**Results:**

Ang II treatment significantly induced lymphangiogenesis in the hearts of mice and the proliferation and migration of cultured LECs in a time-dependent manner. This effect was completely blocked by losartan, an angiotensin II type 1 receptor (AT1R) antagonist. The microarray results identified 1,385 differentially expressed genes (DEGs) at one or more time points in the Ang II-treated cells compared with the control saline-treated cells. These DEGs were primarily involved in biological processes and pathways, including sensory perception of smell, the G protein coupled receptor signaling pathway, cell adhesion, olfactory transduction, Jak-STAT, alcoholism, RIG-I-like receptor and ECM-receptor interaction. Furthermore, these DEGs were classified into 16 clusters, 7 of which (Nos. 13, 2, 8, 15, 7, 3, and 12, containing 586 genes) were statistically significant. Importantly, the Ang II-induced alterations the expression of lymphangiogenesis-related genes were reversed by losartan.

**Conclusion:**

The results of the present indicate that Ang II can directly regulate the proliferation and migration of LECs through AT1R *in vivo* and *in vitro*, which may provide new potential treatments for Ang II-induced hypertension and cardiac remodeling.

## Introduction

The lymphatic system comprises lymphatic capillaries, pre-collecting vessels and collecting vessels, all of which are composed of a single layer of lymphatic endothelial cells (LECs) (Hu et al., 2019). Several LEC markers, such as lymphatic vessel hyaluronan receptor-1 (LYVE-1), Prox1, Foxc2, CCL21, and vascular endothelial growth factor (VEGF) receptor-3 (VEGFR-3) are all highly expressed in most lymphatic vessels during development. After maturation, lymphatic capillaries continue to express high levels of LYVE-1, Prox1, VEGFR-3, and low level of Podoplanin (Yang et al., 2012). The lymphatic system is crucial for the maintenance of interstitial fluid balance, immunocyte surveillance, and the reabsorption of proteins and lipids from the intestine (Hu et al., 2019). However, lymphatic dysfunction, either due to gene mutations or secondary to damage to the lymphatic vessels, may lead to lymphedema, chylothorax, inflammation, and tumor metastasis (Aspelund et al., 2016; Hu et al., 2019; Xiao et al., 2019). Interestingly, there are several reports indicating a relationship between cardiac lymphatic dysfunction, edema, and contractile dysfunction in animals with myocardial infarction (MI) or ischemia/reperfusion (I/R) injury (Klotz et al., 2015; Henri et al., 2016; Shimizu et al., 2018; Vuorio et al., 2018). Therefore, it is important to elucidate the regulatory mechanisms underlying lymphatic vessel growth (also known as lymphangiogenesis).

Numerous growth factors, including angiopoietins and VEGF, play crucial roles in lymphangiogenesis by stimulating the proliferation and migration of LECs, with VEGF-C and its receptor VEGFR-3 being the central signaling molecules in this process (Norrmén et al., 2011). Accumulating evidence has demonstrated that monocytes are the source of VEGF-C in injured kidneys (Lee et al., 2013). Angiotensin II (Ang II), a major hormone effector of the renin-angiotensin-system (RAS), plays a crucial role in inflammation and oxidative stress, which lead to increased hypertension and cardiac remodeling (Wang et al., 2018). The results of previous studies have indicated that Ang II can induce the secretion of VEGF-C by activated immunocytes *in vitro*, which further enhances renal lymphatic vessel density and prevents hypertension in mice (Balasubbramanian et al., 2020). Conversely, the administration of angiotensin II type 1 receptor blockers (ARBs), such as telmisartan, can partially inhibit TNF-α-induced VEGF-C production in human proximal renal tubular epithelial cells (Kimura et al., 2014). Moreover, the administration of angiotensin-converting enzyme inhibitors (ACEIs) or ARBs to mice can inhibit lymphangiogenesis in gastric cancer, thereby suppressing tumor growth (Wang et al., 2008). However, whether Ang II stimulates lymphangiogenesis directly or indirectly by inducing VEGF-C and the associated underlying mechanism remains to be elucidated.

In the present study, we evaluated the effect of Ang II on lymphangiogenesis in the mouse hearts and the gene expression profiles in cultured primary mouse LECs using time-series microarrays and attempted to elucidate the possible mechanism by which Ang II regulates LEC proliferation and migration, which are crucial for lymphangiogenesis.

## Materials and Methods

### Animals and Treatment

C57BL/6J male mice (10 weeks-old, *n* = 6/group) were subcutaneously infused with Ang II (1,000 ng/kg/min; Sigma-Aldrich, St. Louis, MO, United States) via implanted osmotic minipumps (Model 1007D, Alzet, Cupertino, CA, United States) for 1–2 weeks as previously described (Wang et al., 2019). The mice were intravenously injected with losartan (10 mg/kg; HY-17512, MedChemExpress, United States) beginning at 1 day before Ang II infusion and treated concurrently for 1–2 weeks. Blood pressure was measured by the tail-cuff method before starting treatment and every 2 days after Ang II infusion as previously described (Wang et al., 2016, 2019). Mice were intraperitoneally anesthetized with an overdose of tribromoethanol (0.4 mg/g). All procedures were approved by the Animal Care and Use Committee of Dalian Medical University, and conformed to the Guide for the Care and Use of Laboratory Animals published by the U.S. NIH.

### Cell Culture and Treatment

Mouse lymphatic endothelial cells (mLECs) were purchased from Cellbio Company (CBR-131164), and grown in DMEM basic medium supplemented with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin under an atmosphere of 5% CO_2_ at 37°C as previously described (Balasubbramanian et al., 2020). For *in vitro* cell assays and gene expression profile analysis, mLECs were treated with Ang II (0.5 nM; Sigma-Aldrich, St. Louis, MO, United States) at a dose of 500 nM in culture medium for different time points (12, 24, and 48 h). mLECs were also cotreated with losartan (10 μM; HY-17512, MedChemExpress, United States) and Ang II (0.5 nM; Sigma-Aldrich, St. Louis, MO, United States) in culture medium for 24 h.

### Immunostaining

Immunostaining was performed as previously described (Wang et al., 2018). mLECs were identified by immunostaining with anti-LYVE-1 (NBP1-43411, Novus) and anti-VEGFR-3 (ab27278, Abcam) antibodies, as both of which are the selective markers for lymphatic endothelium. Briefly, cells were washed with PBS three times, fixed with 4% paraformaldehyde for 30 min, permeated with 0.1% Triton X-100 for 15 min, and then blocked with 5% bovine serum albumin. Cells or heart frozen sections were incubated with primary antibodies against LYVE-1 and VEGFR-3 (diluted 1:100) overnight at 4°C and then incubated with a red fluorescent secondary antibody (diluted 1:200; A0453, Beyotime) for 2 h at room temperature. The cell nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) and are shown in blue. The images were analyzed using a Nikon microscope (Tokyo, Japan).

### BrdU Incorporation Assay

Lymphatic endothelial cells proliferation was assessed using 5-bromo-2-deoxyuridine (BrdU; KeyGEN company, KGA337-100) according to the manufacturer’s instructions. Briefly, cells were grown on glass coverslips and cultured in serum-free medium with Ang II (500 nM) for 12–48 h. Subsequently, the cells were incubated with 30 nmol/L BrdU for 4 h in DMEM and then fixed with 4% formaldehyde, 2 mg/mL glycine solution was used to neutralize residual formaldehyde and then counterstained with DAPI. The EdU was detected by Click-iT reaction mixture and fluorescence images were obtained using a fluorescence microscope (Nikon, Tokyo, Japan) at 100 × magnification. The BrdU^+^ cells were counted using ImageJ as previously described (Thompson and Romano, 2016; Xu et al., 2019).

### Scratch Wound Healing Assay

A scratch wound healing assay was performed as previously described (Xu et al., 2019). The LECs were pre-grown to confluence in a monolayer in 6-well plates. Then, a linear scratch approximately 1-mm wide was generated in the monolayer of cells on the plate surface with a 200-μl sterile pipette tip held perpendicularly to the plate. Then, the cells were re-cultured in serum-free DMEM with Ang II (500 nM) for 12–48 h, after which the relative area of the scratch for different cell groups was analyzed using ImageJ.

### Transwell Chamber Assay

The transwell migration assay was performed as previously described (Wang et al., 2018). Briefly, 5 × 10^4^ mLECs were suspended in 200 μl DMEM and added to the upper chambers of transwell inserts (8 μm pore, Corning, New York, NY, United States) in a 24-well plate. Then, conditioned medium collected from Ang II-pretreated mLECs after starvation for 4 h was added to the lower chambers of the plate, and the cells were cultured for 12–48 h. Subsequently, the migrated cells on the lower surface of the inserts were fixed with 4% formaldehyde and stained with DAPI, and the migrated cells in six randomly selected fields were counted using ImageJ.

### Microarray and Bioinformatics Analyses

The mLECs were pretreated with Ang II for 12 or 24 h, and total RNA was extracted from the cells using TRIzol (Invitrogen, United States) according to the manufacturer’s instructions. RNA was biotin-labeled after evaluating RNA quality and integrity and placed on a Gene Chip Hybridization Oven 645 instrument. A Gene Chip Fluidics Station 450 was used to wash and stain the cells of the chip, and a Gene Chip 3000 7G scanner was used to measure the fluorescence signal. The CEL files of each signal value of the gene probe were generated using GCOS. mRNA expression profiling was performed using a mouse Genome 430 2.0 Array (Affymetrix Gene Chip, United States) according to the manufacturer’s instructions. The Affymetrix Gene Chip used in the current study contains 221,900 probes, and an average of 10 probes were used to assess each gene of interest after removing the quality control probe. The error rate-corrected data were analyzed with Transcriptome Analysis Console (TAC4.0) and normalized using the Robust Multichip Analysis (RMA) algorithm. The fold change in gene expression of Ang II-treated cells for every time point was normalized to the control group. Hierarchical clustering (visualized with a heatmap), Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway, global signal transduction network, co-expression network and gene expression trend bioinformatics analyses were performed as previously described (Wu et al., 2019). Statistical analyses of microarray and bioinformatics data were performed with Fisher’s exact test and Duncan’s multiple range test to calculate the *P*-value and FDR. *P* < 0.01 was considered a significant difference.

### Quantitative Real-Time PCR Analysis

Total RNA was extracted from cells or fresh heart tissues using TRIzol reagent (Invitrogen, United States) according to the manufacturer’s protocols. First-strand cDNA was produced from 1 μg of total RNA from each sample using PrimeScript RT reagent kit (Takara, RR047A) according to the manufacturer’s instruction. The mRNA levels of genes (LYVE-1, Prox1, VEGF-C, VEGFR-3, AT1R, Ace, Dusp10, Hes1, Hist1H2Ak, Psmc4, Klf9, Olfr77, Olfr1195, Kdr, Jun, Sparc, Ets1, Stc1, and GAPDH) were analyzed using SYBR Green Premix (ACCURATE BIOTECHNOLOGY (HUNAN) Co., Ltd., AG11701) on an Applied Biosystems 7500 Fast thermocycler (ABI, United States). The primers used in the present study are listed in Table 2. The target gene expression level was normalized to the expression of internal reference gene glyceraldehyde-3-phosphate dehydrogenase (GAPDH).

### Statistical Analysis

The results are presented as the means ± standard deviation (SD). For cell proliferation, migration and quantitative RT-PCR analyses, the differences among groups were determined using one-way ANOVA in GraphPad Prism 7.0. Differences were considered to be significant at *P* < 0.05.

## Results

### Ang II Infusion Increases Cardiac Lymphangiogenesis via AT1R *in vivo*

To investigate the role of Ang II in the regulation of lymphangiogenesis in the heart, wild-type mice were subcutaneously infused with Ang II (1,000 ng/kg/min) in the presence or absence of losartan (10 mg/kg) for 1 or 2 weeks. We observed that the Ang II infusion-induced elevation of systolic blood pressure (SBP) was completely blocked by losartan at 1 and 2 weeks (Figure 1A). Moreover, Ang II infusion significantly upregulated the mRNA expression levels of both LYVE-1 and VEGFR-3, markers of lymphangiogenesis, in the heart tissues compared with that observed in the sham control, whereas this increase was fully inhibited by losartan administration (Figures 1B,C). In addition, immunostaining results confirmed that the Ang II-stimulated increased LYVE-1^+^ (red) and VEGFR-3^+^ (green) lymphatic endothelial cells in the hearts at 1 week and multicellar vessels at 2 weeks that was abrogated in losartan-treated hearts (Figure 1D). Thus, these results indicate that Ang II promotes cardiac lymphangiogenesis through AT1R.

**FIGURE 1:**
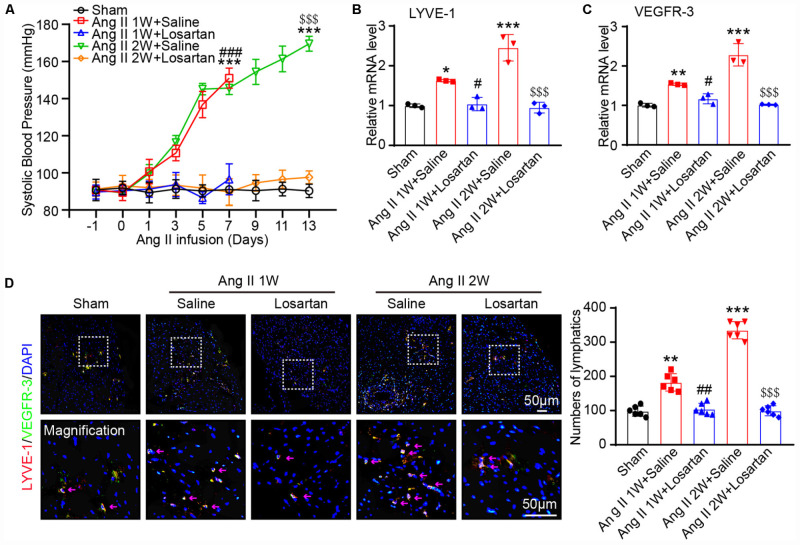
Ang II infusion increases cardiac lymphangiogenesis via AT1R *in vivo*. **(A)** Wild-type mice were subcutaneously infused with Ang II (1,000 ng/kg/min) with or without losartan (10 mg/kg) for 1 or 2 weeks, and the systolic blood pressure was measured by the tail-cuff method (*n* = 6). **(B)** Cardiac mRNA expression level of LYVE-1 was measured by qPCR analysis (*n* = 3). **(C)** Cardiac mRNA expression level of VEGFR-3 was measured by qPCR analysis (*n* = 3). **(D)** Immunofluorescence staining of hearts with anti-LYVE-1 (Red) and anti- VEGFR-3 (Green) antibodies and DAPI (Blue) (Left, *n* = 6), and the quantification of the LYVE-1^+^ and Prox1^+^ lymphatic vessels in the hearts (Right, *n* = 6). The results are expressed as the means ± SD, and n represents the number of independent experiments. *P < 0.05, **P < 0.01, and ***P < 0.001 versus Sham group; ^#^*P* < 0.05, ^##^*P* < 0.01, and ^###^*P* < 0.001 versus Ang II 1W + Saline group; ^$$$^*P* < 0.001 versus Ang II 2W + Saline group.

### Ang II Promotes the Proliferation and Migration of LECs *in vitro*

To determine the effect of Ang II on the proliferation and migration of LECs, we first analyzed LECs by immunofluorescence staining with antibodies against to LYVE-1 and VEGFR-3, respectively. The results presented in Figure 2A showed that both LYVE-1 (red) and VEGFR-3 (green) were expressed and colocalized on the surface of the LECs. Moreover, qPCR analysis revealed that the mRNA levels of lymphatic markers such as LYVE-1, VEGFR-3 and Prox1 as well as VEGRFR-3 protein levels were expressed in LECs and significantly upregulated after Ang II treatment compared with that observed in the saline control group (Figures 2B,C), indicating these cells have the characteristics of LECs.

**FIGURE 2:**
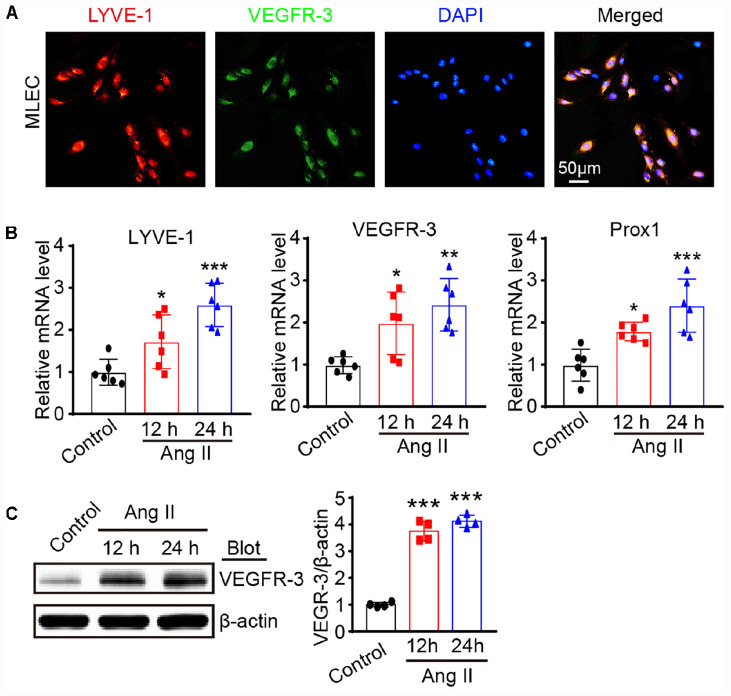
Ang II treatment promotes lymphatic marker expression of LECs *in vitro*. **(A)** Immunofluorescence staining of LECs with anti-LYVE-1 and anti-VEGFR-3 antibodies**. (B)** LECs were treated with Ang II (500 nM) for 12 and 24 h, the mRNA levels of LYVE-1, VEGFR-3 and Prox1 were detected by qPCR, and the data were normalized using the reference gene GAPDH (*n* = 6). **(C)** The protein expression level of VEGFR-3 was measured by immunoblotting and normalized using β-actin (*n* = 4). The results are expressed as the means ± SD, and n represents the number of independent experiments. *P < 0.05, **P < 0.01, and ***P < 0.001 versus Control.

We then evaluated the effect of Ang II on cell growth. BrdU incorporation assay results showed that Ang II increased the proliferation of mLECs in a time-dependent manner (Figure 3A). The migration capability of LECs was also examined by scratch wound healing and transwell chamber assays. Compared with that observed in the control treatment, the Ang II treatment reduced the wound area in a time-dependent manner (Figure 3B) and increased the number of migrated cells (Figure 3C).

**FIGURE 3:**
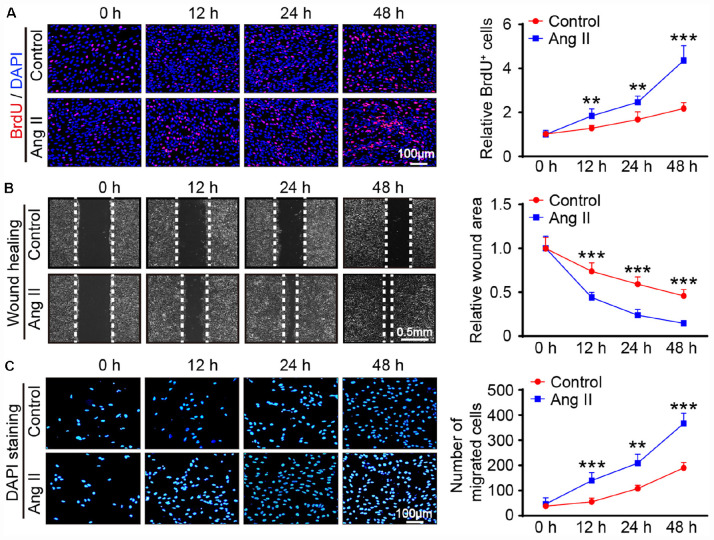
Ang II treatment promotes the proliferation and migration of LECs *in vitro*. **(A)** LECs were treated with Ang II (500 nM) for 12, 24, and 48 h, and cell proliferation capability was measured by a BrdU assay (Left) and the relative quantitation of BrdU^+^ cells (Right, *n* = 3). Scale bar = 100 μm. **(B)** Cell migration was examined by scratch wound healing assay (Left) and the relative quantitation of wound area (Right, *n* = 3). Scale bar = 100 μm. **(C)** Cell migration was detected by a Transwell assay (Left) and the relative quantitation of DAPI^+^ cells (Right, *n* = 3). Scale bar = 100 μm. The results are expressed as the means ± SD, and n represents the number of independent experiments. **P < 0.01, and ***P < 0.001 versus Control.

### Ang II Induces LECs Proliferation and Migration via AT1R *in vitro*

To confirm whether AT1R mediates the Ang II-induced proliferation and migration of LECs, we first examined the expression of AT1R in LECs. qPCR and immunoblotting results showed that AT1R expression at the mRNA and protein levels was in LECs was markedly upregulated after Ang II treatment (Figures 4A,B), indicating that AT1R is expressed in mLECs. To determine whether Ang II directly acts via AT1R, LECs were pretreated with losartan (10 μM) and then stimulated with Ang II for an additional 24 h. qPCR results showed that the mRNA levels of lymphangiogenesis-related genes, such as LYVE-1, Prox1, VEGF-C and VEGFR-3 were significantly increased in the Ang II-treated LECs compared with that observed in the saline treatment group, whereas, these increases were fully abolished by losartan treatment (Figure 4C). Moreover, BrdU incorporation and scratch wound healing assay results further confirmed that Ang II treatment markedly promoted the proliferation and migration of LECs compared with that observed by the control treatment (Figures 4D,E). Conversely, this Ang II-mediated effect was completely attenuated by losartan treatment (Figures 4D,E). Losartan had no significant effect on LECs in the control treatment group (Figures 4C,E). Taken together, these results demonstrate that Ang II directly promotes the proliferation and migration of LECs via AT1R *in vitro*.

**FIGURE 4:**
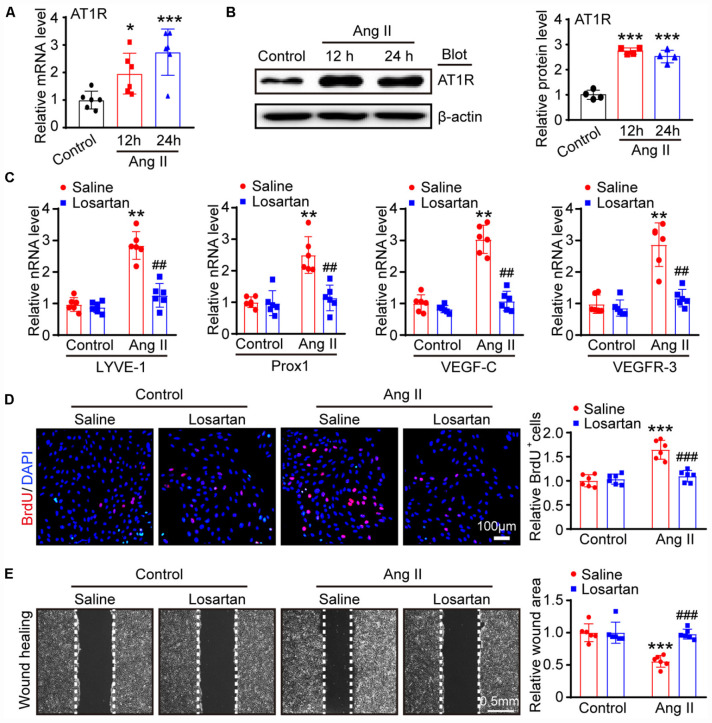
Ang II induces LECs proliferation and migration via AT1R *in vitro*. **(A)** LECs were treated with Ang II (500 nM) for 12 and 24 h, and the AT1R mRNA level was measured by qPCR (*n* = 6). **(B)** The AT1R protein expression level was measured by immunoblotting and normalized using β-actin (*n* = 4). **(C)** LECs pretreated with losartan (10 μM) and then stimulated with Ang II for an additional 24 h, the mRNA expression levels of lymphatic markers for LYVE-1, Prox1, VEGF-C and VEGFR-3 were measured by qPCR (*n* = 6). **(D)** Cell proliferation capability was measured by a BrdU assay (Left) and the relative quantitation of BrdU^+^ cells (Right, *n* = 6). Scale bar = 100 μm. **(E)** Cell migration was examined by scratch wound healing assay (Left) and the relative quantitation of wound area (Right, *n* = 6). Scale bar = 100 μm. The results are expressed as the means ± SD, and n represents the number of independent experiments. *P < 0.05, **P < 0.01, and ***P < 0.001 versus Control + Saline; ^##^*P* < 0.01, and ^###^*P* < 0.001 versus Ang II + Saline.

### Differentially Expressed Genes and GO and KEGG Pathway Analyses in Ang II-Treated LECs

To identify the gene expression profiles during the Ang II-induced proliferation and migration of LECs, we performed a time-series microarray analysis of LECs 12 and 24 h after Ang II treatment (*n* = 5 per time point). 

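Cultured mouse LECs were compared in 3 groups of 5 samples each, a saline control, Ang II for 12 h and Ang II for 24 h, with 1 Affymetrix array per sample and 15 arrays in all. The methods of the paper give Ang II both as 0.5 nM and as a dose of 500 nM, and the sample labels give 500 nM. The saline control has no stated harvest time, so the effect of Ang II and the effect of time in culture cannot be told apart from these arrays. The replicates are numbered, but nothing says that they came from separate cultures, and a p-value here measures only the spread between these samples, which may be technical. The authors read the arrays with GCOS and normalized them with the RMA algorithm, which gives log2 expression values. The array named in the methods and the design to which the probe set identifiers belong differ. The deposited values cover 22206 probe sets, of which 19572 carry 1 gene symbol in the platform annotation and 2634 are unnamed here. The array medians were 4.80 to 4.82 in the control group, 4.81 to 4.84 at 12 h and 4.82 to 4.84 at 24 h. The arrays of a group correlated with each other at r = 0.958 to 0.972, and arrays of different groups at r = 0.949 to 0.972, both across probe sets. Control replicate 3 and Ang II 24 h replicate 3 stood apart. Their mean correlations with the other arrays were 0.957 and 0.962, and their residual SDs of 0.335 and 0.299 lay above those of the other arrays of their groups (0.266 to 0.285 in the control group, 0.264 to 0.271 at 24 h).
Each probe set was tested with limma on the deposited log2 values, with a moderated F test over the 3 groups and a contrast for each time point against control, and p-values were adjusted over all probe sets by the Benjamini-Hochberg method. Gene lists for the terms and pathways named in the paper were fixed before the data were examined and tested with camera, which compares the genes of a list with all other probe sets. As a mark of low signal, vomeronasal, taste and trace amine receptors, keratin-associated proteins and defensins, gene families that are usually silent outside their own tissues, had a 95th percentile of 6.26, and 3212 probe sets (14.5%) lay above it. The mark does not part expressed from silent genes, since levels depend on the probes, and of 64 probe sets of ribosomal proteins 37 lay above it. The number of arrays limits the precision. On data simulated for 24 h against control, the test recovered 16.4% of probe sets changed by 0.5 on the log2 scale, 95.5% of those changed by 1 and 100% of those changed by 1.5. The simulation used independent noise and many planted changes, with 143 calls where the arrays gave 4, so its adjusted threshold was looser. On the arrays, changes of 1.35 for Olfr77 and -0.94 for Klf9 at 24 h did not pass after adjustment. The simulated shares therefore do not carry over to the arrays.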

The experimental scheme is shown in Figure 5A. 

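After 24 h of Ang II, 4 genes were lower than in the control cells at an adjusted p under 0.05 and none was higher. Dusp10, a phosphatase that inactivates the MAP kinases p38 and JNK, had a log2 level of 17.12 ± 0.20 (SD, n = 5) in the control group, 16.73 ± 0.36 at 12 h and 15.67 ± 0.24 at 24 h, so that it fell by 1.45 (standard error 0.17, adjusted p = 0.00134). Hes1, a transcriptional repressor induced by Notch signaling, went from 7.03 ± 0.17 over 6.56 ± 0.16 to 5.73 ± 0.37 and fell by 1.30 at 24 h (standard error 0.16, adjusted p = 0.00155). For Egr3, a zinc finger transcription factor of the early response, 1 of 3 probe sets had a log2 fold change of -1.20 at 24 h (standard error 0.18, adjusted p = 0.0118). Myc, a transcription factor of cell growth and proliferation, fell by 0.80 (standard error 0.13, adjusted p = 0.0320). For each of these 4 genes all 5 arrays at 24 h lay below all 5 control arrays, as the rule by which they were named requires.
Dusp10, Egr3 and Myc belong to a list of 34 probe sets of early genes induced by angiotensin, of which 24 had a lower and 10 a higher mean at 24 h. Over all probe sets 3 of the list were lower and none was higher at an adjusted p under 0.05, and adjusted over the list alone 7 were lower and 1, Jun, was higher. Jun and Dusp10 stand in Table 1 of the paper, and for these the count over the list alone is not independent evidence. The list lay lower at 24 h by camera, with a median log2 fold change of -0.10 (adjusted p = 5.04e-05, and adjusted p = 0.674 with an estimated correlation and 0.126 by fry), and 27 of 100 splits of the arrays, the real one included, gave some list as small a p at either time. At 12 h, 1 of the list was lower when adjusted over the list alone and none over all probe sets.
In the F test over the 3 groups, 5 of the 22206 probe sets had an adjusted p under 0.05: Dusp10 (0.00394), Hes1 (0.00638), Egr3, Myc and Ube2u, the last named only after its values were seen. Before adjustment 1387 probe sets (6.25%) had a p under 0.05, where chance gives 1110.3, and 319 had a p under 0.01. Dusp10 and Hes1 kept their 24 h and F test calls whichever array was left out. The 24 h call of Egr3 was lost without control replicate 3 (adjusted p = 0.0540), control replicate 5 (0.0500), Ang II 24 h replicate 3 (0.0649), replicate 4 (0.0662) or replicate 5 (0.0503), and that of Myc without any array but Ang II 12 h replicate 4 and Ang II 24 h replicate 2, with adjusted p-values from 0.0414 to 0.137. Leaving out both arrays that stood apart, an alternative chosen after seeing the data, left Dusp10 and Hes1 at 24 h (adjusted p = 0.0214 for each), ended the calls of Egr3 (0.235) and Myc (0.330), and left 0 probe sets in the F test. The log2 fold changes were then -1.38 for Dusp10 (standard error 0.20), -1.11 for Hes1 (standard error 0.15), -1.05 for Egr3 (standard error 0.19) and -0.70 for Myc (standard error 0.13). Without moderation the call of Egr3 was lost (adjusted p = 0.153) and the F test called 0 probe sets, and after quantile normalization the call of Myc was lost (0.0808). The F test called 4 probe sets without control replicate 2 or Ang II 24 h replicate 2, 3 without Ang II 12 h replicate 3 or Ang II 24 h replicate 1, and 2 without each other array. The probe set named for Egr3 is 1 of 3 for the gene, and its identifier marks it as unmapped. The other 2 had log2 fold changes of -0.25 (adjusted p = 0.790) and -0.01 (adjusted p = 0.996) at 24 h, and of these the second is also marked as unmapped. A fall of the gene itself is therefore uncertain.

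**Figure D1:**
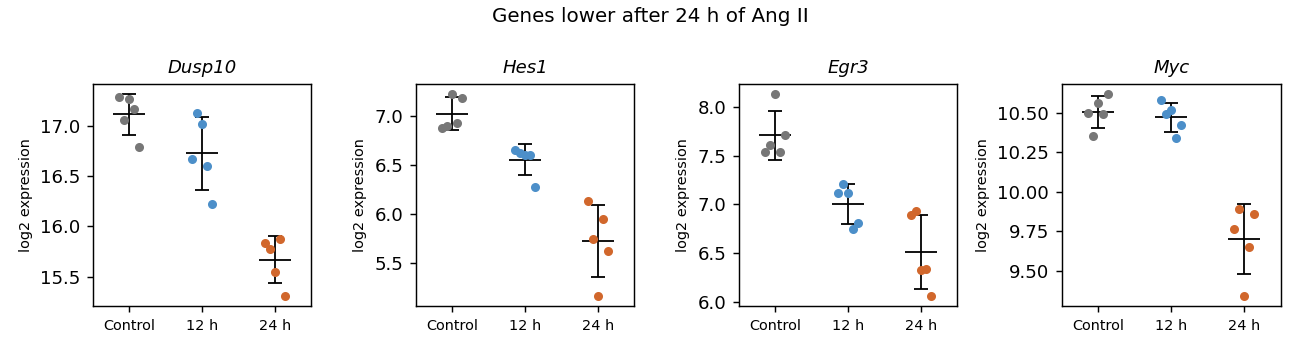
Log2 expression of Dusp10, Hes1, Egr3 and Myc on each array in the control group and after 12 h and 24 h of Ang II (n = 5 arrays per group). Points are arrays, and the line with bars gives the mean ± SD. For each gene the 5 arrays at 24 h lie below the 5 control arrays.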

The microarray results identified 1,385 genes that were differentially expressed in the Ang II-treated LECs for at least at one time point when compared with the expression in the control cells (*P* < 0.05 and FDR < 0.05), with the data displayed in a heatmap (Figure 5B). Among these genes, 712 and 717 were upregulated at 12 or 24 h, respectively. Conversely, 673 and 668 genes were downregulated at 12 or 24 h, respectively (Figure 5B).

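No gene was higher than in the control cells at an adjusted p under 0.05 after 12 h or 24 h of Ang II. The genes with the smallest p-values among those with a higher mean at 12 h were Rasl11a, a Ras-like GTPase, with a log2 fold change of 0.88 (standard error 0.18), Tex14, a component of germ cell bridges, with 0.72, Nudt13 with 0.70, Ssu72, a phosphatase of RNA polymerase II, with 0.70, and Cyp2c37, a cytochrome P450, with 0.64, each with an adjusted p of 0.934 from limma. At 24 h they were Nlrp9a, with 0.90 (standard error 0.21), Yeats2, a subunit of a histone acetyltransferase complex, with 0.74 (standard error 0.17), the secreted glycoprotein Stc2 with 0.69 (standard error 0.16), and the olfactory receptor genes Olfr77 and Olfr1195 of Table 1, each with an adjusted p of 0.307. Ube2u, a ubiquitin-conjugating enzyme singled out by the F test, had log2 levels of 3.73 ± 0.23 (SD, n = 5) in the control group, 3.31 ± 0.29 at 12 h and 4.39 ± 0.21 at 24 h, and its difference from control at 24 h had an adjusted p of 0.331. These levels lay below the 95th percentile of the silent gene families. Before adjustment 557 probe sets were higher at 12 h and 809 at 24 h with a p under 0.05. Among the 1387 probe sets of the F test before adjustment, 707 had a higher mean than control at 12 h and 717 at 24 h. Duncan's multiple range test, which the methods name, called 0 probe sets at 12 h and 3 at 24 h in either direction after adjustment over probe sets, against 938 and 1404 before it.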

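At 12 h no gene was lower than in the control cells at an adjusted p under 0.05. The smallest p-values among genes with a lower mean at 12 h belonged to the olfactory receptor gene Olfr194, with a log2 fold change of -0.94 (standard error 0.23), the DNase Dnase1l3 with -0.79 (standard error 0.19), Olfr1140 with -0.77, Egr3 with -0.71 and Olfr1173 with -0.68, each with an adjusted p of 0.934 from limma. Olfactory receptor genes resemble each other closely, so the identity of such a signal is uncertain. At 24 h, after Dusp10, Hes1, Egr3 and Myc, the next was Luc7l3, a splicing factor, with a log2 fold change of -0.74 (standard error 0.15, adjusted p = 0.307). Before adjustment 534 probe sets were lower at 12 h and 768 at 24 h with a p under 0.05. Among the 1387 probe sets of the F test, 679 had a lower mean than control at 12 h, 670 had a lower mean at 24 h and 1 had an equal mean at 12 h. The groups did not overlap, with all 5 treated arrays on one side of all 5 control arrays, in 153 probe sets at 12 h (0.689%) and 238 at 24 h (1.07%), where chance gives 0.794%.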

**FIGURE 5:**
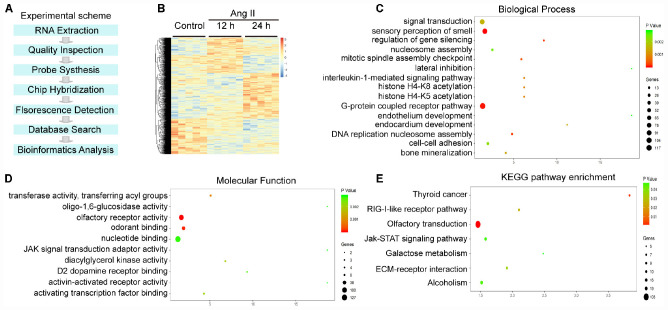
Analysis of hierarchical clustering, GO analysis and KEGG pathway analysis in Ang II-treated LECs. **(A)** Experimental scheme for the obtaining of gene expression profiles. **(B)** Heat map of 1,385 differentially expressed genes from the microarrays between Ang II-treated LECs and saline control at 12 and 24 h (*n* = 5 per group). Orange and blue indicate upregulation and downregulation of mRNA expression, respectively. **(C)** BP analysis of the differentially expressed genes. **(D)** GO analysis of the molecular function of the differentially expressed genes. **(E)** Analysis of KEGG pathways for the differentially expressed genes. The size and color of each bubble indicate the number of differentially expressed genes and the statistical *P* value of each enrichment.

To identify the biologically significant genes in LECs induced by Ang II treatment, we performed GO enrichment analysis of altered genes categorized by biological process (BP). 

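Among 1091 probe sets of olfactory receptor genes, the odorant receptors of the nose, 102 (9.35%) had an unadjusted p under 0.05 in the F test against 6.03% of the other named probe sets (one-sided Fisher's exact test, adjusted p = 7.12e-04 over 35 lists). Of 100 splits of the arrays into groups of the same sizes, the real one included, 18 gave an excess as large. None of the olfactory receptors passed after adjustment over all probe sets or adjusted over the list alone. At 24 h, 60 were higher and 27 lower than control at an unadjusted p under 0.05, the median log2 fold change was 0.03, and camera did not call the list (adjusted p = 0.820). Of 79 probe sets of other G protein-coupled receptors and G protein subunits, 3 were higher and 2 lower at 24 h before adjustment, none after it, and 4 had a p under 0.05 in the F test (Fisher's exact test, adjusted p = 0.883). This list leaves out the olfactory receptors, which the paper's term may include.
Histone genes, which encode the proteins of the nucleosome, lay higher at 24 h as a list. Of 64 probe sets, 53 had a higher and 11 a lower mean than control, with a median log2 fold change of 0.18 (camera, adjusted p = 2.06e-08, and adjusted p = 0.842 with an estimated correlation and 0.432 by fry), and 8 of 100 splits gave some list as small a p at either time. No histone gene passed over all probe sets, 14 were higher and 1 lower before adjustment, and 3 were higher when adjusted over the list alone. These were H2ac15, which Table 1 lists and which is not independent evidence, H2ac8 with a log2 fold change of 0.68 (standard error 0.19) and H2ac1 with 0.53 (standard error 0.15). H4c14 had 0.52. Histone genes of a class are nearly identical in sequence, and a probe set can read several of them. In the F test 11 of the 64 (17.2%) had an unadjusted p under 0.05 (Fisher's exact test, adjusted p = 0.0211). Among these, H3c14 and H3c15 had the same group means, so the probe sets are not independent as the test takes them to be. Genes of cell adhesion (58 probe sets) included 2 higher and 4 lower at 24 h before adjustment and none after it, among them the matrix proteins Tnc with a log2 fold change of -0.67 and Fn1 with -0.57, the surface receptor Cd93 with -0.54 and the integrin Itgb4 with 0.38 (camera, adjusted p = 0.883). Of 30 probe sets of interleukin-1 signaling, 2 were higher and 2 lower before adjustment and none after it. The receptor Il1r1 had a log2 fold change of 0.63, Nod1 0.39 and the inhibitory kinase Irak3 -0.36, and camera gave an adjusted p of 0.969, with a median and a test below 0 and a mean above 0. Fry's test for change in either direction gave an adjusted p of 0.0213 for interleukin-1 signaling, 0.0482 for cell adhesion and 0.0210 for the histone genes at 24 h. As each array was left out, that of interleukin-1 signaling was past 0.05 without control replicate 4 (0.144), Ang II 24 h replicate 3 (0.0823) or replicate 5 (0.0946), that of the histone genes without control replicate 1 (0.0789) or Ang II 24 h replicates 2 (0.0586), 4 (0.0707) or 5 (0.0930), and that of cell adhesion without control replicate 2 (0.0770), 3 (0.0852), 4 (0.0675) or 5 (0.0913), Ang II 12 h replicate 5 (0.0538) or Ang II 24 h replicates 2 (0.158), 3 (0.114) or 5 (0.258). Genes of gene silencing other than histones were not analysed here.

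**Figure D2:**
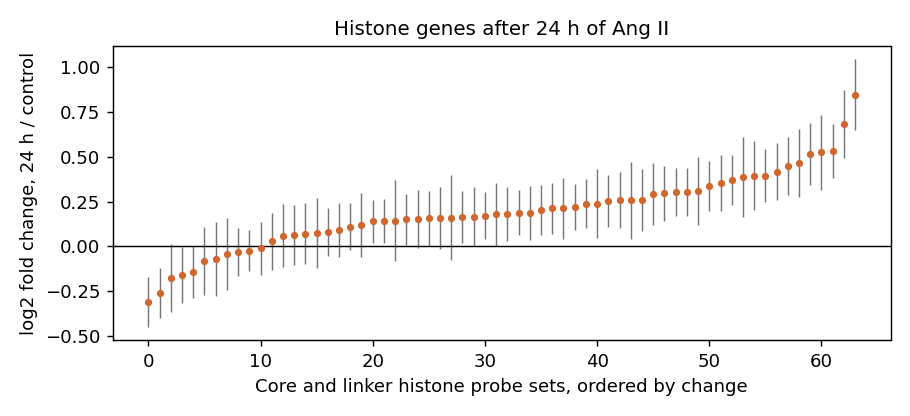
Log2 fold change of the 64 histone probe sets after 24 h of Ang II against control, ordered by value. Points are probe sets and bars are standard errors (n = 5 arrays per group). In all, 53 lie above 0 and 11 below it.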

The differentially expressed genes were primarily involved in sensory perception of smell, G protein coupled receptor pathway, regulation of gene silencing, DNA replication-dependent nucleosome assembly, cell adhesion and an interleukin-1-mediated signaling pathway (Figure 5C). Moreover, most molecular functions included olfactory receptor activity, odorant and nuclear binding, transferase activity and transferring acyl groups (Figure 5D).

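The median log2 level of the olfactory receptor genes over all arrays was 4.37, and 17 of the 1091 probe sets lay above the 95th percentile of the other gene families that are usually silent. Compared with other probe sets of matching mean intensity, 96 of 981 olfactory receptor probe sets (9.79%) had an unadjusted p under 0.05 in the F test against 5.72% (one-sided Fisher's exact test, which takes probe sets as independent, p = 1.05e-06). The excess was 4.06 percentage points, and its median over other splits of the arrays was 2.24. In the other silent families the share was 24 of 321 vomeronasal receptors (7.48%), 3 of 53 taste and trace amine receptors and 8 of 111 keratin-associated proteins and defensins, 35 of 485 together (7.22%), which was not told apart from that of the olfactory receptors (two-sided Fisher's exact test, p = 0.176). Camera gave adjusted p-values of 0.969 for the vomeronasal receptors at 24 h and 0.711 for each of the other 2 families. Of the 102 olfactory receptor probe sets, 56 had a higher and 46 a lower mean than control at 12 h, and 62 had a higher and 40 a lower mean at 24 h. When only probe sets above the median intensity were used, the share was 8.21% and the excess was no longer called (one-sided Fisher's exact test, p = 0.241). Genes of nuclear binding and of transferase activity were not analysed here.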

We then performed a KEGG pathway analysis of the genes showing significantly altered expression. The results indicated that 8 pathways were significantly altered in the Ang II-treated LECs (*P* < 0.05), which included olfactory transduction, thyroid cancer, RIG-I-like receptor signaling pathway, ECM-receptor interaction, alcoholism, the Jak-STAT signaling pathway and galactose metabolism (Figure 5E). 

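Genes of the named pathways went both ways at 24 h. In the Jak-STAT list (108 probe sets) 3 were higher and 10 lower before adjustment and 1, Myc, was lower over all probe sets. Adjusted over the list alone, Myc, the kinase Pim1 with a log2 fold change of -0.87 and the cytokine signaling suppressor Socs2 with -0.69 were lower, and the cytokine Lif had -0.88. In the ECM-receptor list (74 probe sets) 5 were higher and 6 lower before adjustment, and adjusted over the list alone the laminin chain Lamc3 was higher with 0.69 (standard error 0.16), while Lamb1, another laminin chain, had 0.49. Of 60 probe sets of RIG-I-like receptor signaling, 1 was higher and 5 were lower before adjustment and none after it, among them the interferon genes Ifna2 with 0.59 and Ifnb1 with -0.38, the adaptor Sting1 with -0.44 and Sike1, a suppressor of IKKe, with -0.59. Interferon alpha genes are nearly identical in sequence, so the value of Ifna2 is uncertain. Of 19 probe sets of the thyroid cancer pathway, 3 were higher and 3 lower before adjustment and 1, Myc, was lower after it. Adjusted over the list alone, the nuclear receptor Pparg was higher with 0.42 and Myc and the Wnt effector Tcf7l2 (-0.53) were lower, and Ncoa4 had 0.43. Of 25 probe sets of galactose metabolism, including Gla with -0.32 and Akr1b8 with 0.40, none was called before or after adjustment in limma's contrast at 24 h, and of 31 probe sets of olfactory transduction other than the receptors none was called either. With single arrays left out, Gla lay between -0.375 and -0.18 and Akr1b8 between 0.22 and 0.54.
By camera, which tests for a shift to one side, none of these lists was called at 24 h, with adjusted p-values of 0.969 for Jak-STAT, 0.992 for ECM-receptor interaction and 0.883 for each of the other 4. For Jak-STAT, ECM-receptor interaction and RIG-I-like receptor signaling the median lay above 0 and the mean below 0, and the test had the sign of the median for ECM-receptor interaction and that of the mean for the other 2. Fry's test for change in either direction, which does not compare a list with other genes, called thyroid cancer (adjusted p = 5.70e-09), Jak-STAT (8.03e-04), ECM-receptor interaction (8.03e-04) and RIG-I-like receptor signaling (0.0125), and not galactose metabolism (0.732) or olfactory transduction other than the receptors (0.771). Myc belongs to both the thyroid cancer and the Jak-STAT list, so their calls are not independent. The call of RIG-I-like receptor signaling was lost without Ang II 24 h replicate 3 (0.0678), and those of RIG-I-like receptor signaling (0.0675) and ECM-receptor interaction (0.138) without both arrays that stood apart. Among the 1387 probe sets of the F test, one-sided Fisher's exact tests gave 5 of 19 for thyroid cancer (adjusted p = 0.0449), 9 of 60 for RIG-I-like receptor signaling (0.0791), 13 of 108 for Jak-STAT (0.0957), 9 of 74 for ECM-receptor interaction (0.196), 4 of 25 for galactose metabolism (0.289) and 2 of 31 for olfactory transduction other than the receptors (0.815). The lists were written from the pathway names and may differ in their members from those used by the paper. That of olfactory transduction leaves out the receptors, so it does not test the paper's pathway as a whole. The paper found these pathways on the same arrays, so the tests of their lists are not an independent check. The alcoholism pathway was not analysed here.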

Overall, these results indicate that these GO terms and pathways may play crucial roles in Ang II-induced lymphangiogenesis.

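Over the 35 gene lists tested with camera, 4 were called at 24 h. The histone genes lay higher, and the early genes, the proteasome subunits and the cytosolic ribosomal proteins lay lower. Of 64 probe sets of ribosomal proteins, 45 had a lower and 19 a higher mean than control, with a median log2 fold change of -0.08. Camera gave an adjusted p of 0.0275, and 0.842 with an estimated correlation, and fry gave 0.622. The unadjusted p from camera was 0.00314. Over other splits of the arrays, the smallest p of any list at either time was typically smaller (median minus log10 p of 3.71). Before adjustment 6 of the ribosomal probe sets were lower and 1 was higher, and none passed after it. Rplp0 had a log2 fold change of -0.53, Rps26 had -0.49, and Rpl22l1, a paralog of a large subunit protein, had 0.62. The call of the ribosomal proteins was lost without control replicate 1 (adjusted p = 0.119), control replicate 5 (0.942), Ang II 24 h replicate 1 (0.0610) or Ang II 24 h replicate 3 (0.419). Without both arrays that stood apart its adjusted p was 0.107, and after quantile normalization it was 0.136. The other 31 lists had adjusted p-values from 0.711 to 0.992 at 24 h. At 12 h none of the 35 was called, with adjusted p-values from 0.703 to 0.987. With an estimated correlation 0 lists were called at either time, and fry, which tests whether the genes of a list move on balance one way, also called 0. Fry's test for change in either direction called 11 lists at 24 h and 0 at 12 h. The 11 were the early genes (adjusted p = 2.89e-09), thyroid cancer (5.70e-09), Notch signaling (6.28e-07), ECM-receptor interaction and Jak-STAT signaling (8.03e-04 each), hypoxia and glycolysis (9.66e-04), the proteasome subunits (0.00472), RIG-I-like receptor signaling (0.0125), the histone genes (0.0210), interleukin-1 signaling (0.0213) and cell adhesion (0.0482). These calls are not independent, since Myc belongs to the early genes, thyroid cancer and Jak-STAT lists. Adjusted over the list alone, only Hes1 passed for Notch signaling, only Lamc3 for ECM-receptor interaction and only Stc2 for hypoxia and glycolysis. Whether a call holds without such a gene was not tested. As each array was left out this test called 8 to 15 lists, and without both arrays that stood apart it called 6. From the enriched GO terms and pathways among the differentially expressed genes, the paper proposes that these functions have a part in the lymphangiogenesis induced by Ang II.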

### Analysis of Gene Expression Clusters of Ang II-Treated LECs

We next assessed the temporal expression patterns of the 1,385 differently expressed genes (DEGs) in the Ang II-treated LECs at 12 and 24 h. The expression profiles of the DEGs were classified into 16 categories according to their functions and expression trends, of which 7 profiles (Nos. 13, 2, 8, 15, 7, 3, and 12) containing 586 genes were statistically significant (Figure 6A). Moreover, the differentially expressed genes in profile Nos. 

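Each of the 1387 probe sets with an unadjusted p under 0.05 in the F test was assigned to the 1 of 16 model profiles that its group means at 0, 12 and 24 h correlated with most closely, and the number expected in each profile came from all orders of the 3 group means of each gene. The profiles numbered 2, 3, 7, 8, 12, 13 and 15 held 589 genes, where 440.2 were expected. The expected number makes no allowance for the choice of these profiles, and of 100 splits of the arrays, the real one included, 38 held as many genes in their own 7 profiles with the smallest p. Profile 13 held 100 genes against 61.8 expected (one-sided binomial test, adjusted p = 4.58e-05 over the 16 profiles). Profile 2, that of Dusp10 and Hes1, held 72 against 54.3, profile 8 held 133 against 105.8, profile 15 held 73 against 54.3 and profile 7 held 106 against 84.5, each with an adjusted p of 0.0353. Profile 12 held 53 and profile 3 held 52, each against 39.7 expected, with adjusted p-values of 0.0613 and 0.0738. All 7 had an unadjusted p under 0.05 in this binomial test. It takes genes as independent, though all come from the same arrays, and no splits were counted for single profiles. Profile 0, that of Ets1, held 66 genes against 61.8 expected (adjusted p = 0.623). Of the 5 genes past the adjusted F test, 3 lay in these profiles, Dusp10 and Hes1 in profile 2 and Myc in profile 7. The assignment uses the group means and not the spread between arrays. As each array was left out, the number of these 7 profiles past the adjusted binomial test, 5, was 0 without Ang II 12 h replicate 5, 1 without Ang II 24 h replicate 5, 2 without Ang II 12 h replicate 1 or Ang II 24 h replicate 3, 3 without control replicates 1, 4 or 5 or Ang II 12 h replicate 2, and 4 to 6 without each other array. Before adjustment the 7 became 4 without control replicates 1 or 5 or Ang II 24 h replicate 3, 3 without Ang II 24 h replicate 5, and 5 to 7 without each other array. Profile 13 kept its call as 14 of the 15 arrays were left out in turn, profile 8 with 9, profile 2 with 8, profile 15 with 6 and profile 7 with 5.

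**Figure D3:**
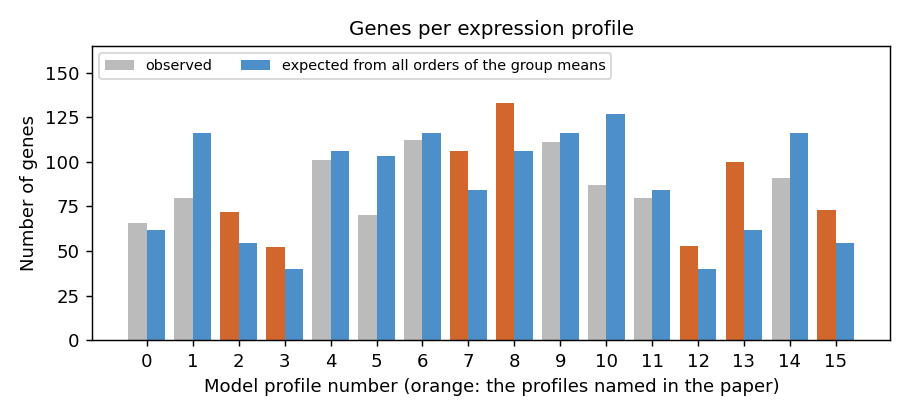
Number of genes in each of the 16 model profiles among the 1387 probe sets with an unadjusted p under 0.05 in the F test. Orange bars are the observed numbers in profiles 2, 3, 7, 8, 12, 13 and 15, grey bars the observed numbers in the other profiles, and blue marks the numbers expected. Profile 13 holds 100 genes against 61.8 expected.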

13, 8, 15 and 12 progressively increased in time-dependent patterns after Ang II treatment, whereas that of genes in profile Nos. 2, 7, and 3 gradually decreased at 12 and 24 h (Figure 6B).

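The 4 profiles with rising shapes (13, 8, 15 and 12) held 359 genes, where 261.7 were expected, and the 3 with falling shapes (2, 7 and 3) held 230, where 178.5 were expected. The median log2 fold changes at 12 h and 24 h were 0.15 and 0.52 in profile 13, 0.34 and 0.51 in profile 15, and 0.26 and 0.55 in profile 12, and they were -0.16 and -0.55 in profile 2 and -0.28 and -0.53 in profile 3. Profiles 8 and 7 are shapes without a step to 12 h, and their medians at 24 h were 0.45 and -0.46. Since genes were assigned by these shapes, the shapes set the directions of these medians. Among the 1387 genes of the F test the 12 h group had the middle of the 3 means in 603 genes (43.5%), the control group in 436 (31.4%) and the 24 h group in 345 (24.9%).
The difference between 24 h and 12 h of Ang II was also tested by itself. At an adjusted p under 0.05, 3 genes were lower at 24 h, Dusp10 with a log2 difference of -1.06 (adjusted p = 0.0424), Myc with -0.77 (0.0451) and the predicted gene Gm5885 with -0.97 (0.0451), and 2 were higher, Ube2u with 1.08 (0.0417) and Nsun3, a methyltransferase of mitochondrial tRNA, with 1.09 (0.0424). Gm5885 and Nsun3 were chosen after their values were seen. Ube2u, Nsun3 and Gm5885 lay below the 95th percentile of the silent gene families (6.26) on every array, and when only probe sets above the median intensity were tested, 2 genes were lower and 0 higher. Leaving out any array changed this count to between 0 and 3 genes. It was 3 without Ang II 24 h replicate 4, 2 without control replicate 3, 1 without control replicate 2 or Ang II 12 h replicates 3 or 5, and 0 without each other array. Without both arrays that stood apart it was 0, and Duncan's test gave 0 after adjustment and 1169 before it, against 1330 before adjustment in limma.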

**FIGURE 6:**
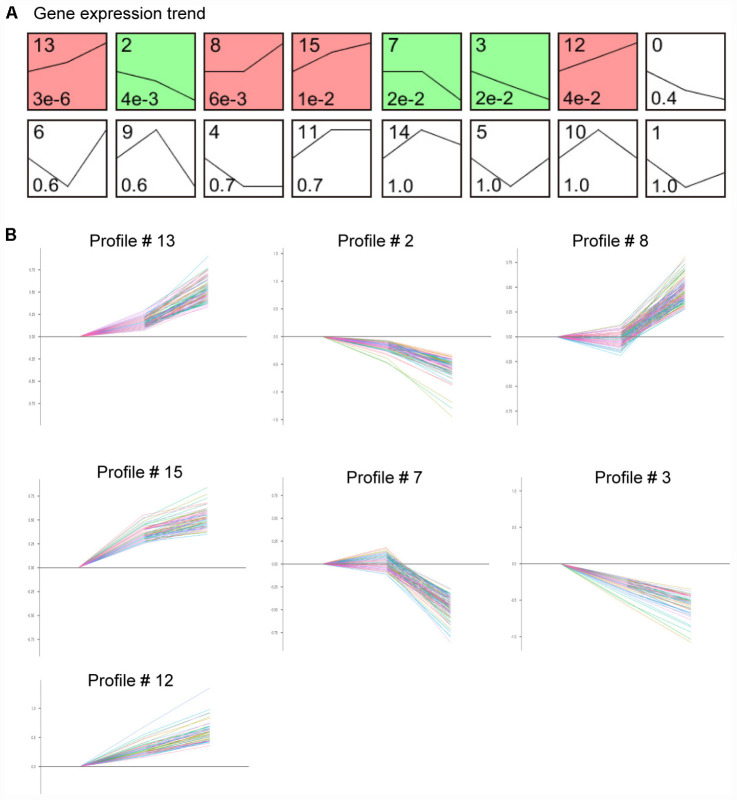
Time-series analysis of differentially expressed genes in each pattern in Ang II-treated LECs. **(A)** Gene expression trend analysis of mRNA expression trends for 1,385 differentially expressed genes. **(B)** Seven gene expression patterns (profile # 13, 2, 8, 15, 7, 3, and 12) were statistically significant (*n* = 5 per group, *P* < 0.05). The *X*-axis indicates different time points of Ang II treatment, and the *Y*-axis indicates the average logarithm of the expression change value.

### Validation of Gene Expression in Ang II-Treated LECs by qPCR Analysis

To validate the findings obtained from the microarray (Table 1), we first analyzed the mRNA levels of Kdr, c-Jun (cluster 13), Stc1 (cluster 8), Sparc (cluster 7), and Ets1 (cluster 0), which have been reported to be associated with LECs migration and proliferation or lymphangiogenesis (Wissmann and Detmar, 2006; Gutierrez et al., 2013; Vogrin et al., 2019). 

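The values of these genes had been seen in Table 1 of the paper before the arrays were read. Jun, a subunit of the transcription factor AP-1, had a log2 level of 9.22 ± 0.46 (SD, n = 5) in the control group, 9.51 ± 0.35 at 12 h and 9.99 ± 0.29 at 24 h. Kdr, the gene of VEGF receptor 2, had 4.06 ± 0.28, 4.30 ± 0.39 and 4.69 ± 0.39, and Stc1, a secreted glycoprotein, had 6.16 ± 0.20, 6.23 ± 0.32 and 6.57 ± 0.17. Sparc, a matricellular protein, had 6.48 ± 0.22, 6.51 ± 0.20 and 6.14 ± 0.13. Ets1, an endothelial transcription factor, had 9.33 ± 0.31, 8.88 ± 0.28 and 8.76 ± 0.16. At 24 h the log2 fold changes were 0.77 for Jun (standard error 0.21), 0.63 for Kdr (standard error 0.21), 0.41 for Stc1 (standard error 0.16), -0.34 for Sparc (standard error 0.14) and -0.57 for Ets1 (standard error 0.17). At 12 h they were 0.28, 0.24, 0.07, 0.03 and -0.45 in the same order. As each array was left out, the 12 h value of Jun lay between 0.0835, without control replicate 1, whose level of 8.43 was far from the other 4, and 0.40, and that of Kdr between 0.0905, without Ang II 12 h replicate 4, and 0.36. None of the 5 passed limma's test after adjustment, with adjusted p-values at 24 h of 0.491 for Jun, 0.553 for Kdr, 0.618 for Stc1, 0.643 for Sparc and 0.519 for Ets1, and from 0.679 to 0.793 in the F test. All 5 arrays at 24 h lay on one side of all 5 control arrays for Jun and Ets1 and not for the other 3 genes. The level of Kdr lay below the 95th percentile of the silent gene families. The profiles assigned were 13 for Kdr and Jun, 8 for Stc1, 7 for Sparc and 0 for Ets1. The sign at 12 h turned for Stc1 without Ang II 12 h replicate 4 (-0.0505), and for Sparc without control replicate 4 (-0.005), control replicate 5 (-0.03), Ang II 12 h replicate 1 (-0.012) or Ang II 12 h replicate 2 (-0.0395).

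**Figure D4:**
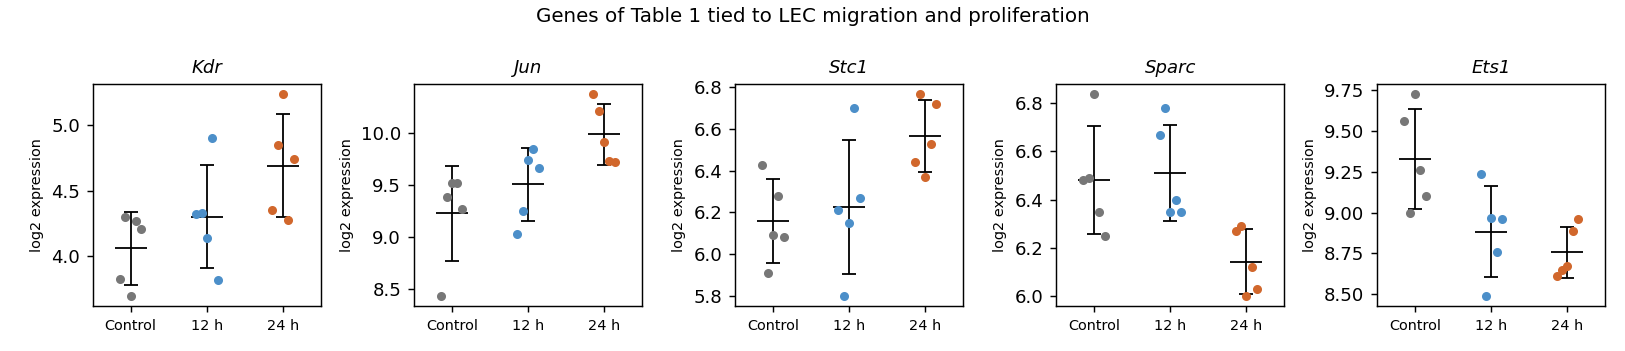
Log2 expression of Kdr, Jun, Stc1, Sparc and Ets1 on each array in the control group and after 12 h and 24 h of Ang II (n = 5 arrays per group). Points are arrays, and the line with bars gives the mean ± SD. At 24 h the mean of Kdr, Jun and Stc1 lies above that of the control group and the mean of Sparc and Ets1 below it.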

The qPCR results revealed that Ang II treatment upregulated the mRNA levels of Kdr, c-Jun and Stc1 but reduced the mRNA levels of Sparc and Ets1 in LECs in a time-dependent manner compared with control (Figure 7A). Moreover, we also examined 9 DEGs selected from 7 statistically significant clusters and observed that Ang II treatment significantly upregulated the mRNA levels of Ace (Cluster 13), Hist1H2Ak (cluster 15), and Olfr77 and Olfr1195 (cluster 12) in LECs in a time-dependent manner (Figure 7B). Conversely, the mRNA levels of Dusp10 and Hes1 (cluster 2), Psmc4 (cluster 7), and Klf9 (cluster 3) were markedly downregulated with increasing time in the Ang II-treated LECs (Figure 7B). These results were in agreement with the data from the microarray analysis (Table 1).

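Of the 13 genes of Table 1, whose values had been seen there, Dusp10 and Hes1 passed the adjusted F test and the other 11 did not. At 24 h the log2 fold changes were 0.48 (standard error 0.18) for Ace, the enzyme that makes Ang II from Ang I, 0.84 (standard error 0.20) for H2ac15, the current symbol of Hist1H2Ak, 1.35 (standard error 0.31) for Olfr77 and 0.98 (standard error 0.23) for Olfr1195. They were -0.85 (standard error 0.23) for Psmc4, an ATPase of the proteasome, and -0.94 (standard error 0.26) for Klf9, a Krueppel-like transcription factor. At 12 h the values were 0.14 for Ace, 0.52 for H2ac15, 0.69 for Olfr77, 0.56 for Olfr1195, 0.01 for Psmc4 and -0.53 for Klf9. With single arrays left out, the 12 h value was as low as 0.0425 for Ace, without Ang II 12 h replicate 4, and 0.45 for Olfr77, without Ang II 12 h replicate 5, and that of Klf9 was -0.34 without control replicate 3. Their adjusted p-values at 24 h from limma were 0.307 for H2ac15, Olfr77 and Olfr1195, 0.449 for Psmc4, 0.486 for Klf9 and 0.598 for Ace. Before adjustment the p-values of the F test matched those of Table 1 to 4 decimals for all 13 genes, and the assigned profiles matched for all 13. All 5 arrays at 24 h lay on one side of all 5 control arrays for Olfr77 and Klf9. Psmc4 had an SD of 0.62 in the control group and 0.31 at 24 h, and the sign of its 12 h value turned without control replicate 1 (-0.023), control replicate 2 (-0.23), Ang II 12 h replicate 1 (-0.0405) or Ang II 12 h replicate 4 (-0.0055). The group means of Ace, Olfr77 and Olfr1195 lay below the 95th percentile of the silent gene families (6.26). On Ang II 24 h replicate 2 Olfr77 lay above it, at 7.07, and without that array its log2 fold change at 24 h was 1.06.
Psmc4, which stands in Table 1 and is not independent evidence, belongs to a list of 39 probe sets of proteasome subunits. Of these, 28 had a lower and 11 a higher mean at 24 h, with a median log2 fold change of -0.12. Camera gave an adjusted p of 0.00673, and 0.674 with an estimated correlation, and fry gave 0.280. The unadjusted p from camera was 5.77e-04. Over other splits of the arrays, the smallest p of any list at either time was typically smaller (median minus log10 p of 3.71). Chance can therefore not be excluded for the proteasome list. Before adjustment 6 of the list were lower and 1 higher, and none passed over all probe sets or adjusted over the list alone. Psma7 had a log2 fold change of -0.53, Psmd14 -0.50 and Psmd3 -0.43. The camera call was lost without control replicate 1 (adjusted p = 0.0662), without control replicate 5 (0.0659), without both arrays that stood apart (0.0638) and after quantile normalization (0.0501).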

**TABLE 1:** Analysis of differently expressed genes in Ang II-treated LECs by microarray.

Gene	Gene description	FC	*P-*value	Profile
symbol				
Kdr	Kinase insert domain protein receptor	1.55	0.0206	13
c-Jun	Jun proto-oncogene	1.71	0.0062	13
Stc1	Stanniocalcin 1	1.33	0.0429	8
Sparc	Secreted acidic cysteine rich glycoprotein	–1.29	0.0326	7
Ets1	E26 avian leukemia oncogene 1, 5 domains	–1.49	0.0064	0
Ace	Angiotensin I converting enzyme 1	1.40	0.0411	13
Hist1H2AK	Histone cluster 1, H2ak	1.79	0.0014	15
Olfr77	Olfactory receptor 77	2.55	0.0012	12
Olfr1195	Olfactory receptor 1195	1.97	0.0014	12
DUSP10	Dual specificity phosphatase 10	–2.73	0.0000	2
Hes1	Hairy and enhancer of split 1 (Drosophila)	–2.64	0.0000	2
Psmc4	Proteasome 26S subunit, ATPase, 4	–1.83	0.0013	7
Klf9	Kruppel-like factor 9	–1.92	0.0063	3

**TABLE 2:** Primer sequences.

Gene	Forward primer (5′–3′)	Reverse primer (5′–3′)
LYVE-1	GCCAACGAGGCCTGTAAGAT	TCCAACCCATCCATAGCTGC
Prox1	CGTGAAGTTCAACAGAT GCATTA	CAAAGTCATTTGCTTTGTT GTAGTG
VEGFR-3	CCGCAAGTGCATTCACAGAG	TCGGACATAGTCGGGGTCTT
AT1R	ATGCTTGGGGCAACTTCACTA	CGGTGCATGTGGTAGACGAG
VEGF-C	TGTGCTTCTTGTCTCTGGCG	CCTTCAAAAGCCTTG ACCTCG
Kdr	TTTGGCAAATACAACCC TTCAGA	GCTCCAGTATCATTTC CAACCA
c-Jun	TTCCTCCAGTCCGAGAGCG	TGAGAAGGTCCGAGT TCTTGG
Stc1	CTCCAAAACTCAGCAGT GATTCT	GAGGCAGCGAACCACTTCA
Sparc	TGGGAGAATTTGAGG ACGGTG	GAGTCGAAGGTCTTG TTGTCAT
Ets1	GATCTCAAGCCGAC TCTCACC	GACGTGGGTTTCTGTCCACT
Ace	AGCCCAAGTGTTGT TGAACGA	TGGATACCTCCGTGCTTTTCT
Hist1H2Ak	ACCACTTACTGAGCAGGCTT	CGCTCCGAGTAGTTGCCTTT
Olfr77	ACCCTCGAATCTGTGGCCT	AAGCTCAGTGAGTTCA CAAAAGA
Olfr1195	GTGAGTTTCCTTATGCT CATGGT	CTTGTCCATAGGGAA GGTGGT
Dusp10	CATCTCCTTTAGACGA CAGGGT	GGAGCGTGGCTACCACTAC
Hes1	TCAACACGACACCGG ACAAAC	ATGCCGGGAGCTATCTTTCTT
Psmc4	CAGCACTGTCCGTGTCTCG	GATGACCAAGGGGATGCTCT
Klf9	GCCGCCTACATGGACTTCG	GGTCACCGTGTTCCTTGGT
GAPDH	GGTTGTCTCCTGCGACTTCA	GGTGGTCCAGGGTTT CTTACTC

**FIGURE 7:**
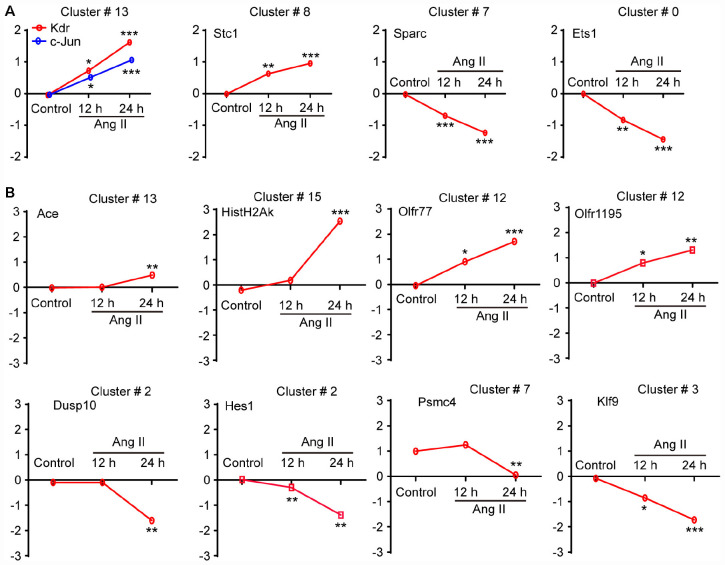
Validation of the gene expression profiles from the microarray by qPCR analysis. **(A)** The mRNA expression level analyses of Kdr, c-Jun, Stc1, Sparc and Ets1, which have been reported to be associated with LEC migration and proliferation or lymphangiogenesis (*n* = 6). **(B)** The mRNA expression levels of 8 selected genes contained in the seven differential expression profiles were verified by qPCR analysis, including No. 13 (Ace), 15 (Hist1H2Ak), 12 (Olfr77 and Olfr1195), 2 (Dusp10 and Hes1), 7 (Psmc4) and 3 (Klf9), which were normalized using GAPDH as an internal control (*n* = 6). The *X*-axis indicates different time points of Ang II treatment, and the *Y*-axis indicates the average logarithm of the expression change value. The results are expressed as the means ± SD, and n represents the number of independent experiments. *P < 0.05, **P < 0.01, and ***P < 0.001 versus Control.

### Ang II Regulates Lymphatic Gene Expression Through AT1 Receptor

To further elucidate the signaling pathway whereby Ang II-induced changes of lymphangiogenesis-related gene expression, LECs were pretreated with control or losartan and then stimulated with saline or Ang II for 24 h. The qPCR results demonstrated that Ang II-induced increased Kdr, c-Jun, Stc1, Ace, Hist1H2Ak, Olfr77, and Olfr1195 mRNA levels and that decreased of Sparc and Ets1 Dusp10, Hes1, Psmc4, and Klf9 mRNA levels were markedly reversed in losartan-treated LECs (Figures 8A,B), indicating that the effect of Ang II on the gene expression of LECs is AT1R dependent.

**FIGURE 8:**
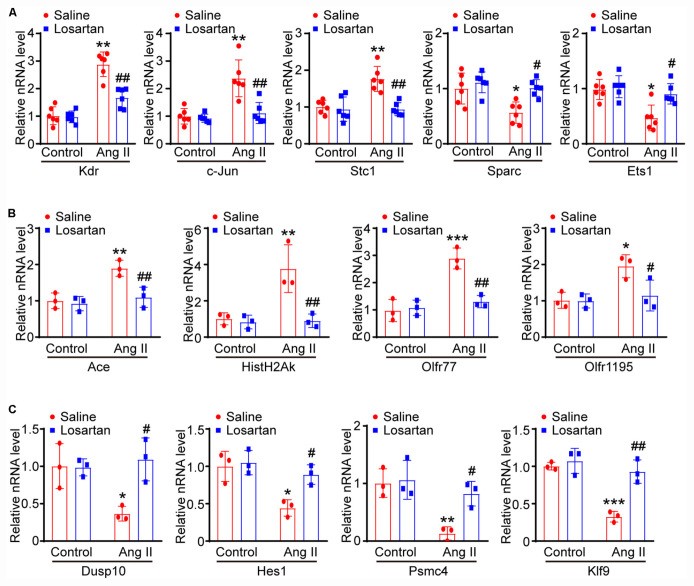
Ang II regulates lymphatic gene expression through AT1 receptor. **(A)** LECs were pretreated with control or losartan and then stimulated with saline or Ang II for 24 h, the lymphatic-related genes of Kdr, c-Jun, Sparc, Ets1 and Stc1 were analyzed by qPCR and normalized by GAPDH (*n* = 6). **(B)** qPCR analyses of Ace, Hist1H2Ak, Olfr77 and Olfr1195 gene expression levels with GAPDH internal control gene (*n* = 6). **(C)** qPCR analyses of Dusp10, Hes1, Psmc4, and Klf9 mRNA levels with GAPDH internal control gene (*n* = 6). The results are expressed as the means ± SD, and n represents the number of independent experiments. *P < 0.05, **P < 0.01, and ***P < 0.001 versus Control. ^#^*P* < 0.05, ^##^*P* < 0.01, and ^###^*P* < 0.001 versus Ang II + Saline.

### Gene Co-expression Network Analysis

To assess which gene plays a crucial role in Ang II-induced lymphangiogenesis, we further performed a gene co-expression network in 7 significant profiles. 

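Gng13, a gamma subunit of G proteins that acts in taste and olfactory signaling, had a log2 level of 5.00 ± 0.24 (SD, n = 5) in the control group, 5.13 ± 0.23 at 12 h and 4.71 ± 0.12 at 24 h. The log2 fold changes were 0.13 (standard error 0.15) at 12 h and -0.29 (standard error 0.15) at 24 h, neither past limma's test (adjusted p = 0.715 at 24 h), and its level lay within the range of the silent gene families. In the F test Gng13 had an unadjusted p of 0.0277 and did not pass after adjustment. With single arrays left out, the 12 h value lay between 0.03, without Ang II 12 h replicate 2, and 0.21. Over the 15 arrays, 56 of 1091 olfactory receptor probe sets (5.13%) correlated with Gng13 at an unadjusted p under 0.05 by Pearson's r, 21 positively and 35 negatively, against 5.41% of all probe sets. Permuting the values of Gng13 among the arrays gave a count as large with p = 0.421 over 10000 permutations. After adjustment over the olfactory receptors the count was 0, with a smallest adjusted p of 0.536. On residuals from the group means, 65 of the 1091 (5.96%) correlated with Gng13, against 4.28% of all probe sets, and 22.3% of probe sets correlated with more olfactory receptors than Gng13 did. No permutations were run for the residuals.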

Based on the degree, *k*-core value, and betweenness centrality, we found that Gng13 (also known as G Protein Subunit Gamma 13, Gγ13) was localized in the core of the network, which directly regulates 103 neighboring genes (Figure 9A). To further confirm the effect of Ang II infusion on Gng13 expression, we performed qPCR analysis. Compared with that in saline control-treated LECs, the Gng13 mRNA level in Ang II-treated LECs was increased at 12 h and then decreased at 24 h (Figure 9B). Together, these findings suggest that Gng13 may play a role in the regulation of lymphangiogenesis.

**FIGURE 9:**
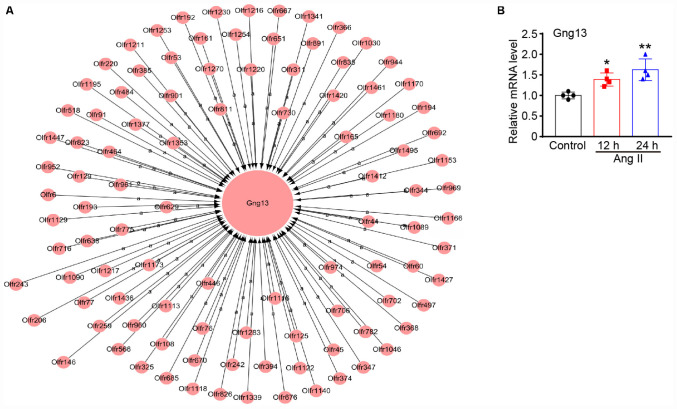
**(A)** Analysis of the gene co-expression network. A total of 104 genes selected from 7 significant profiles were further subjected to a gene co-expression network with the k-core algorithm. Gng13 was localized in the core of the network based on the degree, *k*-core value, and betweenness centrality. The cycle node shows genes, and the edge between two nodes represents the interaction between genes. **(B)** The mRNA level of gng13 was verified by qPCR analysis in Ang II-treated LECs (*n* = 4 per group). The results are expressed as the mean ± SD, and n represents the number of independent experiments. *P < 0.05 and **P < 0.01 versus Control.

## Discussion

In the present study, our results for the first time showed that Ang II significantly promoted cardiac lymphangiogenesis *in vivo* and the proliferation and migration of LECs *in vitro* in a time-dependent manner. Moreover, 1,385 DEGs were identified in LECs after 12 and 24 h of Ang II treatment that are involved in multiple biological processes and signaling pathways. These genes were classified into 16 clusters based on their expression patterns and functions, and 7 clusters containing 586 genes were statistically significant. Importantly, Ang II induced the proliferation and migration and related gene expression through AT1R. Thus, the results of the present study identified new potential mechanisms by which Ang II regulates the proliferation and migration of LECs. A working model is illustrated in Figure 10.

**FIGURE 10:**
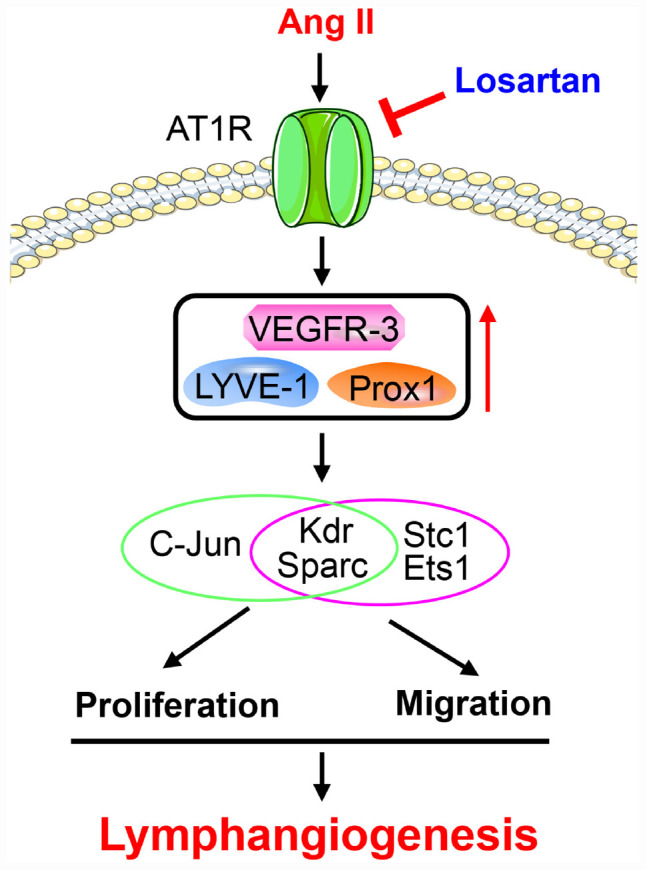
A working model for Ang II to stimulate proliferation and migration of LECs and lymphangiogenesis.

Lymphatic remodeling is a major feature of lymphatic diseases and involves alterations in the proliferation, migration and apoptosis of LECs. Ang II is known to bind AT1R to activate these signaling pathways, which are the primary mechanisms involved in Ang II-induced inflammation, fibrosis, and oxidative stress in various tissues and cells (Dang et al., 2015; Zhang et al., 2018; Wu et al., 2019). In the present study, we extended these findings and further reveled that Ang II infusion significantly promotes cardiac lymphangiogenesis (Figure 1), but whether this effect is direct or indirect remains unclear. A previous study reported that Ang II (1 μM) treatment for 24 h had no effect on the markers CXCL10, NOS2, ICAM-1, VCAM-1, and VEGR-3, which are required for activation, adhesion and proliferation as well as the AT1R1 expression in mouse LECs, but the expression levels of other genes and proteins as well as the proliferation and migration of LECs were not analyzed (Balasubbramanian et al., 2020). However, our results showed that Ang II (500 nM) treatment significantly upregulated the mRNA and protein levels of AT1R at 12 and 24 h (Figures 4A,B) but did not affect the mRNA levels of CXCL10, NOS2, ICAM-1, and VCAM-1 at 12 or 24 h (data not shown), which are not traditional markers of LECs and are expressed by multiple cell types. Moreover, the Ang II (500 nM)-induced upregulation of lymphatic genes such as LYVE-1, Prox1, VEGF-C and VEGFR-3, and promoted the proliferation and migration of LECs (Figures 2B,C, 3A–C), which were fully inhibited by the AT1R antagonist losartan (Figures 4C–E), demonstrating that Ang II can directly promote LECs growth *in vitro*.

Increasing evidence suggests that multiple signaling pathways are crucial for lymphatic growth and function, including the VEGF-C/VEGFR-3, insulin-like growth factor-1 (IGF-1)/PI3K/Akt, MAPK2/ERK/JNK, Jak/STAT3, NF-kB, and Toll-like receptor 4 (TLR4) pathways (Flister et al., 2010; Jung et al., 2015; Hu et al., 2019). VEGF-C-VEGFR-3 signaling has been shown to be apical in developmental lymphangiogenesis and lymphatic vessel remodeling, which play central roles in maintaining the tissue fluid balance and immune response in both physiological and pathological conditions (Norrmén et al., 2011). To identify the DEGs, biological processes and signaling pathways involved in the proliferation and migration of LECs induced by Ang II, we performed time-series microarray analyses, which have been used to examine gene expression profiles in different tissues, including heart, vessel and kidney tissues after Ang II infusion (Dang et al., 2015; Zhang et al., 2018; Wu et al., 2019). We identified 1,385 DEGs that were primarily associated with multiple signaling pathways, such as including olfactory transduction, alcoholism, and RIG-I-like receptor (Figure 2), which are not previously identified. However, the roles of these signaling pathways in the proliferation and migration of LECs or lymphangigenesis remain to be explored in future studies.

To determine the profiles of DEGs in Ang II-stimulated LECs, we further analyzed the time-series microarray results and observed that that the Ang II-induced 1,385 DEGs could be classified into 16 clusters based on their expression patterns and functions, where 7 clusters (Nos. 13, 2, 8, 15, 7, 3, and 12) containing 586 genes were statistically significant (Figures 2B, 3). Furthermore, the DEGs in clusters 13, 8, 15, and 12 increased after Ang II treatment in a time dependent manner, whereas, the DEGs in clusters. 2, 7, and 3 gradually decreased over time (Figure 3B). Interestingly, several well-known lymphangiogenesis-related genes, such as LYVE-1, Prox1, and VEGFR-3 (Flt4) were significantly upregulated IECs in response to Ang II stimulation (Figures 1B–D, 2B,C). Moreover, the expression of several lymphatic proliferation- and migration-related genes, including Kdr, c-Jun, Stc1, Sparc and Ets1 were significantly altered in Ang II-treated LECs, and this effect was markedly reversed by losartan (Table 1 and Figures 7A, 8A). The homeobox transcription factor Prox1 plays pivotal roles in the development of embryonic lymphatics and in the maintenance of the adult lymphatic system by regulating various LEC related factors, such as VEGFR-3 (Yang and Oliver, 2014). Kdr (a VEGFR-2 homolog) is indispensable for craniofacial lymphangiogenesis in zebrafish and is involved in the proliferation and migration of LECs (Vogrin et al., 2019). c-Jun participates in the proliferation of LECs (Wissmann and Detmar, 2006), while Ets1, an important transcription factor of the Ets family, is required for Kaposi’s sarcoma-associated herpesvirus (KSHV)-induced expression of VEGFR-3 and lymphangiogenesis (Gutierrez et al., 2013). Moreover, NF-kB is able to function together with Prox1 to induce the expression of VEGFR-3 in LECs (Flister et al., 2010). Importantly, among the identified DEGs in Ang II-treated LECs (Figure 7B), the mRNA levels of Ace, Hist1H2Ak, Olfr77 and Olfr1195 were significantly upregulated, while the those of Dusp10, Hes1, Psmc4 and Klf9 were markedly decreased (Figure 7B). The roles of these newly identified genes in the regulation of lymphatic growth and lymphangiogenesis remain to be investigated. Taken together, these results indicate that many genes are involved in Ang II-induced proliferation and migration of LECs.

Olfactory transduction is a series of events that odor molecules interact with G-protein-coupled olfactory receptors in nose, which initiates a neuronal response through heterotrimeric G-proteins (also known as guanine nucleotide-binding proteins) consisting of α, β and γ subunits. The β and γ subunits are required for the GTPase activity and G protein-effector interaction (Anholt and Rivers, 1990). Previous studies reported that Gng13 is expressed in the olfactory epithelium, particularly in the cilia of the olfactory sensory neurons (OSNs) and glomeruli of the main olfactory bulb (Li et al., 2013; Liu et al., 2018). Moreover, Gng13 can form a functional G-protein with Gβ1 and Gαolf that is critical to mammalian olfaction (Li et al., 2013), and plays an essential role in odor-triggered social behaviors including male–male aggression (Liu et al., 2018). Interestingly, our gene co-expression network analyses revealed that Gng13 (also known as G protein subunit gamma 13, Gγ13) appears at the core of the gene network, and directly regulated 103 neighboring olfactory receptor genes (Figure 9), suggesting that Gng13 may play a critical role in Ang II-induced proliferation and migration of LECs in response to Ang II treatment (Figure 9).

The limitations of this study include: (1) The rigorous controls are required to evaluate the lymphangiogenic effects of Ang II at different time points after Ang II treatment; (2) it is unclear that the mechanism by which Ang II upregulates the expression of gng13 in LECs; (3) the role of Gng13 in the regulation of the olfactory signal transduction and lymphangiogensis after Ang II stimulation.

## Conclusion

Our results revealed, for the first time, that Ang II treatment induced changes in the expression of 1,385 genes at 12 or 24 h, which likely were associated with the proliferation and migration of LECs. These genes were primarily involved in multiple biological processes and signaling pathways, such as olfactory transduction, Jak-STAT signaling pathway, alcoholism, and RIG-I-like receptor signaling pathway. Importantly, Ang II directly promoted the proliferation and migration of LECs and lymphangiogenesis through AT1R *in vitro* and *in vivo*.

## Data Availability Statement

The microarray data has been deposited into the Gene Expression Omnibus (accession: GSE150409, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150409).

## Ethics Statement

The animal study was reviewed and approved by the Animal Care and Use Committee of Dalian Medical University, and conformed to the Guide for the Care and Use of Laboratory Animals published by the U.S. NIH. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

H-HL conceived the project. Q-YL and JB performed *in vitro* experiments and analyzed the results. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

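Cultured mouse LECs were profiled on 15 Affymetrix arrays, 5 of a saline control, 5 after 12 h of Ang II and 5 after 24 h of Ang II. The samples were assigned to groups by their labels and by the paper, and all 15 were used. The authors read the arrays with GCOS, analysed them with the Transcriptome Analysis Console and normalized them with RMA, and the deposited values are log2 expression values of 22206 probe sets, printed with 2 decimals. No filter is stated for these values. GCOS is also named in the submitters' processing notes, and its version is not given in the sources used here. The genome build behind the probe sets is not given in the sources used here either, and no coordinates are reported. The 3 groups had nearly the same array medians. The highest value, 19.93, was shared by all arrays, and 4 probe sets were at it on every array, where a change cannot be seen.

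Gene symbols came from the platform annotation, which gave 1 symbol to 19572 probe sets (19505 symbols). The other 2634 had no symbol or more than 1, and they were left out of the gene lists and the named genes. The histone list also used synonyms from a GRCm38.p6 gene table, and older symbols of the other lists were mapped by hand. Where a gene had several probe sets, each was tested by itself and the one picked by the rule for named genes was reported. The rule was fixed before the values were seen. For 12 h and for 24 h against control it took the 10 largest rises and the 10 largest falls among probe sets with 1 symbol, an adjusted p under 0.05 and all 5 treated arrays on one side of all 5 control arrays. Where fewer passed, those were followed by the smallest unadjusted p-values up to 5 in all, named as not past the test. It also took the genes that the paper names for these cells, whose values in Table 1 had been seen, and up to 4 genes with the smallest unadjusted p from each of 35 gene lists. Genes named outside the rule are said to be so.

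The log2 values were tested as the authors deposited them with limma 3.58.1 in R 4.3.3, by a moderated F test over the 3 groups and by contrasts of 12 h against control, 24 h against control and 24 h against 12 h, with 1 estimate of the spread for the 3 groups (8.03 prior degrees of freedom) and the Benjamini-Hochberg adjustment over all probe sets. Gene lists were tested with camera with a preset correlation of 0.01, with an estimated correlation and fry as alternatives, and their shares among probe sets with an unadjusted p under 0.05 with one-sided Fisher's exact tests, each adjusted over the 35 lists. Profiles were assigned by the highest correlation with 16 model shapes and tested with a one-sided binomial test. Correlations with Gng13 were counted and compared with 10000 permutations of its values. Probe sets whose treated and control arrays did not overlap were counted.

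The alternatives were a filter on intensity, quantile normalization, median centring, an intensity trend with robust settings, no moderation, array weights, the replicate number as a block, averaged probe sets per gene, a fold change of at least 1.2, Duncan's multiple range test, fits of only the 2 groups compared, and leaving out each array in turn. Leaving out both arrays that stood apart was added after seeing the data. The test was tried on simulated data with known changes, in which 2 of 143 calls were false. Other splits of the arrays into groups of the same sizes were drawn 100 times. The PCR, protein, losartan and animal experiments of the paper were not analysed here.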

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

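The counts of other splits were planned for the numbers of changed genes, as were the comparisons of olfactory receptors with probe sets of matching intensity and with other silent families. The tests chosen after the result was seen were the splits for the profiles, for the gene lists, for the olfactory receptor share and its comparison at matching intensity, for the early genes and for the histone genes, for the lists called by fry, the early genes without both arrays that stood apart, and the question of time in culture.

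The first pattern is the small number of genes past the adjusted tests, set against chance and against the arrays that stood apart. The real groups gave 5 genes in the F test, where the highest of the other splits gave 0. They gave 4 genes at 24 h against control and 5 between 24 h and 12 h, where the highest gave 1 in each. In each, 1 of 100 splits was as large, the real one included. If the arrays are independent samples, a chance division of them is unlikely for these counts, though 100 splits cannot show less than 1 in 100. Nothing says that the replicates came from separate cultures, so the splits cannot exclude a chance difference between cultures. The fits for these counts take the spread from all 15 arrays. With only the 2 groups compared the real counts were 2 at 24 h against control and 0 between 24 h and 12 h, for which no splits were run. The count between 24 h and 12 h was 0 to 3 as each array was left out. On the same condition a chance division is unlikely, but not excluded, for the 1387 probe sets before adjustment. The highest other split gave 1331, and the real count was 1238 to 1506 as each array was left out. For the 589 genes in the 7 profiles the highest other split gave 524 (1 of 100 splits as large), but the paper picked these profiles on the same arrays. When each split was given its own 7 profiles, those with the smallest binomial p, 38 of 100 splits held as many genes, with a highest of 857, so chance cannot be excluded for that number. At 12 h the real groups gave 0 genes, a count that each of the 100 splits reaches whatever its values (the highest gave 1), so the splits decide nothing there. Without control replicate 3 and Ang II 24 h replicate 3 the F test count was 0 and the 24 h count 2. The log2 fold changes at 24 h were then -1.05 for Egr3 (standard error 0.19, against -1.20 and 0.18 with all arrays) and -0.70 for Myc (0.13, against -0.80 and 0.13), so the lost calls do not show that these changes came from those arrays. A change with time in culture in place of Ang II stays open on these arrays. The paper's PCR in Figure 8, not analysed here, compares saline and Ang II at 24 h, and the paper states that the falls of Dusp10 and Hes1 were reversed by losartan.

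The second pattern is the share of olfactory receptors among probe sets with an unadjusted p under 0.05. The comparison with probe sets of matching intensity, planned as a test of noise at the background level of the arrays, gave an excess (one-sided Fisher's exact test, p = 1.05e-06). That test takes probe sets as independent, and other splits of the arrays gave an excess too, with a median of 2.24 percentage points, so it does not exclude noise. Against the splits, the excess of 4.06 points at matching intensity was reached by 4 of 100, with a highest of 4.82, but the paper picked this family on the same arrays, so this count does not exclude chance. A property of silent gene families in general stays open, since the other families were not told apart from the olfactory receptors (two-sided Fisher's exact test, p = 0.176). Chance cannot be excluded for the excess over all named probe sets, since 18 of 100 splits gave one as large as the real 3.32 points, with a highest of 4.85 and a median of 2.52. Noise shared by these probe sets and an effect of Ang II on them both stay open.

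The third pattern is the lower level of the early genes at 24 h. Without the 2 arrays that stand apart the list was still called by camera with its preset correlation (adjusted p = 0.0113). That test also called lists in other splits of the arrays, so this call does not decide how much those 2 arrays account for. For this list by itself 2 of 100 splits gave as large a value of minus log10 p (5.54 for the real groups and 6.01 for the highest other split), but the list was picked because it was called. Over all 35 lists at both times, 27 of 100 splits gave some list a value as large, with a highest of 25.3, so chance cannot be excluded for the list. The list was not called with an estimated correlation (adjusted p = 0.674) or by fry (0.126). Time in culture and Ang II cannot be told apart, since 0 control arrays have a stated harvest time. A response of the early genes to Ang II that had ended by 24 h is a hypothesis that these arrays could not test.

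For the histone genes at 24 h by themselves, 4 of 100 splits gave a value of minus log10 p as large as the real 9.23, with a highest of 16.4, but this list too was picked because it was called. Over all 35 lists at both times, 8 of 100 splits gave some list a value as large, with a highest of 25.3, so chance cannot be excluded for it. For the number of gene lists called by camera, 8 of 100 splits called as many as the real 4, with a highest of 5, so chance cannot be excluded for that number. Fry's test for change in either direction called 11 lists over both times, where the highest of the other splits called 7 (1 of 100 splits as large, the real one included), but several of these lists stand for terms that the paper picked on the same arrays, so this count does not exclude chance.

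Some results had a sample far from the others of its group, by a gap to the nearest sample that took more than 0.71 of the range of the 5 samples. Such gaps were found in 20 of 255 groups, where chance gives about 1 in 20, or 12.75. Control replicate 3 had a low mean correlation with the other arrays (gap 0.735) and a high residual SD (0.723), as had Ang II 24 h replicate 3 (0.764 and 0.797), and Ang II 12 h replicate 5 had a mean correlation of 0.966 (0.720). In the control group, Jun was 8.43 on replicate 1 (gap 0.771), Vegfc 6.71 on replicate 2 (0.860) and Irak3 4.25 on replicate 5 (0.763). At 12 h, Nudt13 was 6.34 on replicate 4 (0.720), Olfr1173 4.05 on replicate 1 (0.778), Hes1 6.28 on replicate 5 (0.868), Prox1 4.63 on replicate 1 (0.854), Agtr1b 3.83 on replicate 4 (0.806), Irak3 4.40 on replicate 2 (0.809) and Lamb1 5.31 on replicate 3 (0.731). At 24 h, Gapdh was 4.86 on replicate 5 (0.810), H4c14 9.92 (0.753), Rplp0 6.39 (0.714) and Gla 5.06 (0.848) on replicate 3, and Pdpn 5.78 on replicate 4 (0.722).

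Between 24 h and 12 h of Ang II the level itself differed by limma's test for Dusp10 (-1.06), Ube2u (1.08), Gm5885 (-0.97), Myc (-0.77) and Nsun3 (1.09). Outside the genes that the paper discusses, Ube2u (0.66), Myc (-0.80) and Egr3 (-1.20) were past the F test, with the log2 fold change at 24 h in parentheses.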

How the results depend on the processing

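Leaving out both arrays that stood apart, control replicate 3 and Ang II 24 h replicate 3, was chosen after seeing the data; the other alternatives were planned. The precision is limited by 5 arrays per group and by the signal over background, of which a rough mark is the 95th percentile of the silent families, with 14.5% of probe sets above it. Of the probe sets with an unadjusted p under 0.05 in the F test 270 lay above it (8.41% of the probe sets there) and 1117 at or below it (5.88%), as did 4 and 1 of the 5 past the adjusted test. Of the values for whole comparisons, 180 stayed on the same side of the threshold or within 1.5 times, 58 moved further and 1 was no longer called; of those for named genes 2266 stayed, 108 lost a call and 24 changed sign. The cause was not tested, apart from the smaller number of probe sets under the intensity filter and of arrays when some were left out.

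The F test count of 5 was 0 without moderation, 3 with array weights, 0 without the 2 arrays and 2 to 4 as each array was left out in turn, and the 1387 before adjustment were 788 under the intensity filter. The count of 4 at 24 h was 2 with only the 2 groups compared, 2 without the 2 arrays and 2 to 4 as each array was left out. The count of 5 between 24 h and 12 h was 2 under the intensity filter, 1 after quantile normalization, 0 without moderation, 0 with only the 2 groups compared, 0 by Duncan's test, 0 without the 2 arrays and 0 to 3 as each array was left out. The 589 genes in the 7 profiles were 3 when only genes past the adjusted F test entered, 7719 when all probe sets entered, 364 under the intensity filter and 492 to 629 as each array was left out. The olfactory receptor share of 9.35% was 8.21% under the intensity filter and 8.43% to 10.1% as each array was left out. The number of Table 1 genes past the adjusted F test, 2, was 0 without the 2 arrays. The number of lists called by camera, 4, was 0 with an estimated correlation, 0 by fry, 2 after quantile normalization, 2 without the 2 arrays and 2 to 4 as each array was left out.

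The log2 fold change of Myc at 12 h was 0.0145 after quantile normalization, and that of Nos2 at 24 h was -0.0106 with array weights and -0.11 without the 2 arrays. As each array was left out, values of both signs were seen at 12 h for Stc1 (-0.0505 to 0.17), Sparc (-0.0395 to 0.12) and Psmc4 (-0.23 to 0.17), and at 24 h for Lyve1 (-0.016 to 0.15), Vegfc (-0.0785 to 0.0465), Nos2 (-0.10 to 0.25), Vcam1 (-0.0785 to 0.11) and Actb (-0.19 to 0.016).

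The groups share replicate numbers, but the numbers did not pair the arrays: residuals of arrays with the same number correlated at -0.0426 to 0.0451, and 1 of 15 arrays correlated best with an array of its own number. With the replicate number as a block (replicate block) the F test called 1 gene, 3 genes at 24 h and 2 between 24 h and 12 h kept their calls, 1 of the Table 1 genes passed, and 4 lists were still called by camera.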

Differences from the paper's values

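The paper gives 1385 differentially expressed genes at P < 0.05 and FDR < 0.05, and at an adjusted p under 0.05 the F test gave 5. Of these 5, 0 had a higher mean than control at 12 h and 1 at 24 h, where the paper gives 712 and 717 upregulated genes, and 5 had a lower mean at 12 h and 4 at 24 h, where the paper gives 673 and 668 downregulated genes. None of the alternatives set before the data were examined brought these adjusted counts within 1.5 times the paper's. At an unadjusted p under 0.05, without the adjustment that the paper states, the F test gave 1387 probe sets, with 707 and 717 higher and 679 and 670 lower at 12 h and 24 h. The P-values of Table 1 equal those of this unadjusted test to 4 decimals for all 13 genes, and of these only Dusp10 and Hes1 passed after adjustment. The paper's counts are thus near those of a list made without adjustment. The methods also name a stricter threshold of 0.01, at which the unadjusted F test gave 319.

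The methods name Duncan's multiple range test, by which 0 probe sets at 12 h and 3 at 24 h passed after adjustment. The 7 profiles held 589 genes by the unadjusted F test, and the paper gives 586. Of these profiles, 5 passed the binomial test after adjustment over the 16 profiles and 7 before it. As each array was left out, 0 to 6 passed after adjustment, with 0 without Ang II 12 h replicate 5, and 3 to 7 before it. For 12 of the 13 genes of Table 1 the fold change at 24 h lay within 0.05 of the paper's. For Hes1 the paper gives a fold of 2.64 lower, and the arrays gave 2.46 lower.

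The paper presents sensory perception of smell, G protein signaling, nucleosome assembly, cell adhesion and interleukin-1 signaling as enriched. Of the lists written here for these, Fisher's exact test called the olfactory receptors (adjusted p = 7.12e-04) and the histone genes (0.0211), and not the other G protein-coupled receptors (0.883), cell adhesion (0.510) or interleukin-1 signaling (0.329). The list of other G protein-coupled receptors leaves out the olfactory receptors, which the paper's term may include, so it does not test that term as a whole. The paper found its terms and pathways on the same arrays, so calls of Fisher's exact test are not an independent check. The test takes probe sets as independent, and no splits were run with it for the histone genes or thyroid cancer. For the olfactory receptors 18 of 100 splits of the arrays, the real one included, gave an excess as large. Under the intensity filter the excess was not called (one-sided Fisher's exact test, p = 0.241). Of the pathways, the thyroid cancer list was called (0.0449), and the RIG-I-like receptor (0.0791), Jak-STAT (0.0957), ECM-receptor (0.196) and galactose (0.289) lists were not. Fry's test for change in either direction at 24 h, which does not compare a list with other genes, called thyroid cancer (5.70e-09), Jak-STAT (8.03e-04), ECM-receptor interaction (8.03e-04), RIG-I-like receptor signaling (0.0125), the histone genes (0.0210), interleukin-1 signaling (0.0213) and cell adhesion (0.0482), of which the last 4 lost the call without at least 1 of the arrays. Myc is shared by the thyroid cancer and Jak-STAT lists, and whether their calls hold without it was not tested. The paper's text states that Gng13 was higher than control at 12 h and then lower at 24 h by PCR, while Fig. 9B shows about 1.4 at 12 h and about 1.6 at 24 h relative to control, read by eye. On the arrays its log2 fold change was 0.13 at 12 h and -0.29 at 24 h, neither past the test. The 12 h value lay between 0.03 and 0.21 with single arrays left out.

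The paper reports higher Lyve1, Prox1, Flt4, Vegfc and AT1R by PCR. It also reports more Flt4 and AT1R protein by immunoblot, and loss of the rises of Lyve1, Prox1, Vegfc and Flt4 with losartan. On the arrays the log2 fold changes at 12 h and 24 h were 0.15 and 0.07 for Lyve1, -0.31 and -0.18 for Prox1, 0.24 and 0.25 for Flt4, 0.05 and -0.05 for Vegfc, 0.31 and -0.29 for Agtr1a and -0.26 and -0.46 for Agtr1b, none past the test. Lyve1, Prox1, Flt4, Agtr1a and Agtr1b lay below the 95th percentile of the silent gene families (6.26) on every array. At such low signal the arrays may not register a change. The 24 h value of Prox1, with single arrays left out, lay between -0.36, without control replicate 3, and -0.043, without Ang II 24 h replicate 3, that of Lyve1 between -0.016, without Ang II 24 h replicate 4, and 0.15, and that of Vegfc between -0.0785 and 0.0465, the latter without control replicate 2. In the same way the 24 h value of Agtr1a lay between -0.45 and -0.18, that of Agtr1b between -0.59 and -0.30 and that of Flt4 between 0.16 and 0.33. The 12 h values lay between -0.36 and -0.10 for Agtr1b, 0.084 and 0.23 for Lyve1 and -0.49 and -0.21 for Prox1. They lay between 0.15 and 0.33 for Flt4 and between 0.0135 and 0.14 for Vegfc.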

Other observations

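The lists, genes and tests of this part were all planned. Of 20 probe sets of lymphatic endothelial markers 2 lay above the 95th percentile of the silent families, and of 29 pan-endothelial and blood endothelial markers also 2, against 37 of 64 ribosomal proteins, so this level does not show which genes were expressed. After 24 h of Ang II the log2 fold changes were 0.07 for Lyve1, -0.18 for Prox1, 0.25 for Flt4 (VEGF receptor 3), 0.27 for the mucin-like Pdpn and 0.32 for Reln, none past limma's test, and camera called neither the lymphatic nor the endothelial list (adjusted p = 0.969 for each). The growth factor Vegfc had -0.05, and its list of lymphangiogenic growth factors and receptors had an adjusted p of 0.992. The angiotensin receptor gene Agtr1a had 0.31 at 12 h (adjusted p = 0.966) and -0.29 at 24 h (0.803), with an unadjusted p of 0.0247 and an adjusted p of 0.760 in the F test, and Agtr1b had -0.26 at 12 h (0.967) and -0.46 at 24 h (0.659), and the list of the renin-angiotensin system had 0.969. Of genes that the paper uses as references, Gapdh had 0.17 (from 0.0265, without Ang II 24 h replicate 5, to 0.31, without control replicate 1) and Actb -0.07, and the probe set of Gapdh, with means of 4.13, 4.27 and 4.29, lay below the 95th percentile of the silent families. Of inflammatory genes, Icam1 had 0.27, Cxcl10 0.10, Vcam1 0.02 and Nos2 0.02, none past the test. With single arrays left out, Icam1 lay between 0.18 and 0.33 and Cxcl10 between 0.0355 and 0.14.

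Genes of proliferation and migration were not called as lists at 24 h, with adjusted p-values from camera of 0.969 for G1/S and DNA replication, 0.969 for G2/M and mitosis and 0.727 for actin remodeling and cell migration. In the Notch list (adjusted p = 0.820, and 6.28e-07 by fry's test for change in either direction) Hes1 was lower, the ligand Dll1 had a log2 fold change of 0.73 and the ligand Jag1 -0.66. Adjusted over the list alone, only Hes1 passed. With single arrays left out, Jag1 lay between -0.78 and -0.41. In the list of hypoxia and glycolysis (0.711, and 9.66e-04 by that test) 4 of 29 probe sets were higher and none lower before adjustment, Stc2 passed when adjusted over the list alone, and Ndrg1 had 0.42. Of 17 leukocyte and macrophage markers (0.969), Ptprc with 0.51 and Laptm5 with 0.52 passed when adjusted over the list alone and Mrc1 had -0.56. With single arrays left out, Mrc1 lay between -0.73 and -0.33. The adjusted p was 0.969 for fibroblast and mesenchymal markers, epithelial markers, glucocorticoid-responsive and circadian genes, TGF-beta targets and the unfolded protein response, 0.974 for cholesterol synthesis, 0.883 for NF-kB and inflammatory genes and 0.711 for the type I interferon response. The signs of median, mean and test differed in 12 of the 35 lists at 24 h and in 10 at 12 h.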
